# Identification of Oxygen-Responsive Transcripts in the Silage Inoculant *Lactobacillus buchneri* CD034 by RNA Sequencing

**DOI:** 10.1371/journal.pone.0134149

**Published:** 2015-07-31

**Authors:** Felix Gregor Eikmeyer, Stefan Heinl, Hans Marx, Alfred Pühler, Reingard Grabherr, Andreas Schlüter

## Abstract

The *Lactobacillus buchneri* CD034 strain, known to improve the ensiling process of green fodder and the quality of the silage itself was transcriptionally analyzed by sequencing of transcriptomes isolated under anaerobic *vs*. aerobic conditions. *L*. *buchneri* CD034 was first cultivated under anaerobic conditions and then shifted to aerobic conditions by aeration with 21% oxygen. Cultivations already showed that oxygen was consumed by *L*. *buchneri* CD034 after aeration of the culture while growth of *L*. *buchneri* CD034 was still observed. RNA sequencing data revealed that irrespective of the oxygen status of the culture, the most abundantly transcribed genes are required for basic cell functions such as protein biosynthesis, energy metabolism and lactic acid fermentation. Under aerobic conditions, 283 genes were found to be transcriptionally up-regulated while 198 genes were found to be down-regulated (p-value < 0.01). Up-regulated genes i. a. play a role in oxygen consumption *via* oxidation of pyruvate or lactate (*pox*, *lctO*). Additionally, genes encoding proteins required for decomposition of reactive oxygen species (ROS) such as glutathione reductase or NADH peroxidase were also found to be up-regulated. Genes related to pH homeostasis and redox potential balance were found to be down-regulated under aerobic conditions. Overall, genes required for lactic acid fermentation were hardly affected by the growth conditions applied. Genes identified to be differentially transcribed depending on the aeration status of the culture are suggested to specify the favorable performance of the strain in silage formation.

## Introduction

Lactobacilli are present in a broad range of habitats and are applied in a variety of processes to produce and conserve food such as dairy (yoghurt, cheese) and meat products as well as feed, e. g. silage [1]. Fermentations driven by lactobacilli benefit from lactic acid production, which is a characteristic feature of these kind of microorganisms. In the course of lactic acid fermentations, growth of spoiling microorganisms is prevented due to the production of lactic acid and other short-chain fatty acids. Additionally, lactobacilli are directly used as probiotics for human and animal nutrition [1]. Since most *Lactobacillus* species are aerotolerant obligate fermentative bacteria, many production processes or growth conditions are characterized by anaerobic or microaerobic conditions. Some studies analyzed the influence of oxygen on some *Lactobacillus* species. It was observed that aeration of *Lactobacillus* cultures generally leads to the formation of increased amounts of acetate [2,3] probably because of pyruvate oxidase activity which was described for *L*. *plantarum* strains Lp80 and WCFS1 [4,5]. For *L*. *plantarum* WCFS1 it was also shown by a proteomic approach that the NADH peroxidase is involved in hydrogen peroxide detoxification [5].

Lactic acid fermentation is also the key pathway of lactobacilli required for ensiling of fresh fodder. Under adequate conditions, ensiling occurs by epiphytic lactic acid bacteria (LAB) [6]. During the ensiling process, LAB are exposed to changing gas phase compositions. First, aerobic conditions persist during the harvesting and preparation of the green fodder. Ensiling begins after the ensiled material is stored under conditions preventing aeration. During the fermentation water soluble carbohydrates are consumed and lactic acid is produced leading to decreasing pH values by LAB. When the silage is opened, oxygen again gains access to the ensiled material. Aerobic conditions may then promote growth of spoiling microorganisms such as yeast, fungi and other bacteria [7].

To enhance a stable ensiling process, some LAB strains are applied as inoculum to the fresh plant biomass before ensiling. *Lactobacillus buchneri* strains were shown to be efficient inoculants for grass silage resulting in an improved stability upon oxygen exposure of the conserved plant material [8–10]. Its mode of action is attributed to its heterofermentative metabolism and the production of higher levels of acetate [11].

The genome sequence of *L*. *buchneri* CD034 has recently been established and interpreted [12] as a basis to uncover genetic determinants that are of importance for *L*. *buchneri* applications in ensiling. Genome sequencing showed that *L*. *buchneri* CD034 possesses a circular chromosome and three additional plasmids. Annotation of the genome revealed the absence of genes encoding fructose-bisphosphate aldolase and phosphofructokinase which are essential for homolactic acid fermentation. Hence, the heterofermentative metabolism of *L*. *buchneri* CD034 could be confirmed by reconstruction of metabolic pathways involved in lactic acid fermentation [12]. Application of *L*. *buchneri* CD034 as an inoculum for grass silage resulted in changes in the chemical parameters of the silage. Inoculated silage featured higher levels of acetate, lower levels of lactic acid and a slightly higher pH value [13]. Also changes within the microbial ensiling communities were induced, namely lower levels of yeasts and higher levels of LAB were detected in inoculated silage [13]. Moreover, *L*. *buchneri* CD034 was found to become a dominant member within microbial ensiling communities [13].

The change from anaerobic to aerobic conditions after opening of the silo is a crucial event for its quality. It would be interesting to identify genetic systems that enable *L*. *buchneri* CD034 to positively affect the aerobic stability of silage. Metatranscriptomic analyses of silage communities would be the method of choice to address this question. However, it is supposed that harvesting of cells would strongly influence bacterial transcriptomes. Hence, in this study, the influence of oxygen upon gene expression of *L*. *buchneri* CD034 grown under conditions simulating the ensiling process was analyzed by high-throughput transcriptome sequencing. This method provides the advantage that design of a microarray is not required and that a resolution at the nucleotide sequence level and a high dynamic range is achieved. Differential RNA-Seq experiments have recently been applied to analyze the influence of different culture conditions upon gene expression in different microorganisms [14–17]. Using this method, highly transcribed genes can be identified and differentially transcribed genes under aerobic *vs*. anaerobic conditions were investigated. Moreover, oxygen-dependent expression of genes playing a role in lactic acid fermentation was analyzed.

## Material & Methods

### Cultivations of *L*. *buchneri* CD034

Fermentations with *L*. *buchneri* CD034 were performed in continuously stirred tank reactors (CSTR) with controlled gas phase compositions. The Fermenters (2 biological replicates) (DASGIP cultivation system, Eppendorf, Germany) contained 1 l of MRS medium [18] with different carbohydrates (12 g/l glucose, 6 g/l xylose and 1 g/l arabinose) instead of only glucose and an elevated pH of 7.0. Temperature was controlled at 37°C which is the growth temperature recommended by culture collections such as the DSMZ or the ATCC for *L*. *buchneri* strains [19,20]. The fermentation broth was stirred at constant speed of 400 rpm and the gas flow was set to 2.00 ± 0.06 l/h (MX4/4, DASGIP cultivation system, Eppendorf, Germany). The pH, dO_2_ and redox potential were measured but not controlled. The fermenter was inoculated with 20 ml of overnight cultures. Samples were taken after 2.5, 5, 7, 10, 18.5 and 21 hours of fermentation. One sample was taken to determine the optical density (OD) of the broth and for HPLC analysis of the supernatant to determine the concentration of organic acids (lactate, acetate) and carbohydrates (glucose, xylose, arabinose). After 7, 10, 18.5 and 21 hours of fermentation a second sample (3 ml) was taken and mixed with 10 ml of a -40°C methanol/HEPES solution [21] directly after sampling to stop transcription and RNA degradation. The fermentation was first operated under aerobic conditions. Fermenters were aerated with 21% of oxygen (and 79% of nitrogen). After 7 h of fermentation the conditions were changed to an anaerobic environment. Hence, the medium was aerated with 2% carbon dioxide (and 98% of nitrogen). After another 12.5 h, fermenters were again aerated with 21% of oxygen.

### Measurement of metabolite and carbohydrate concentrations by HPLC

The concentrations of carbohydrates (glucose, xylose, arabinose) and organic acids as metabolites (lactate, acetate) in the culture broth were determined by HPLC analysis (Shimadzu, Korneuburg, Austria) with a Rezex ROA-Organic Acid H^+^ column (300 mm x 7.8 mm, Phenomenex, USA) and a refraction index detector (RID-10A, Shimadzu, Korneuburg, Austria). The column was operated at 60°C temperature, 1.0 ml/min flow rate and 0.004 M H_2_SO_4_ as mobile phase. HPLC samples were prepared by adding 100 μl of 0.04 M H_2_SO_4_ to 900 μl culture supernatant. Subsequently the samples were filtrated and 10 μl were injected for analysis. Standard solutions injected for quantification were treated in the same way to ensure comparability. The detection limit for HPLC measurements is given by the lowest amount which was injected of a standard substance (50 mg/l).

### RNA isolation, sequencing library generation and RNA sequencing

Total RNA was isolated from harvested cells. Cells were disrupted by ribolyzation applying Lysing Matrix B tubes (MP Biomedicals). Total RNA was isolated by applying the RNeasy Mini Kit (Qiagen) according to the protocol provided by the manufacturer.

Messenger-RNA (mRNA) was enriched by means of the RiboZero rRNA Removal Kit for Bacteria by applying 3 μg of RNA per sample following the protocol of the manufacturer. Subsequently, RNA was precipitated with ethanol and dissolved in 5 μl of water. For library generation the ‘TruSeq Stranded mRNA Sample Prep Kit’ (Illumina) was applied starting within the ‘Purify and Fragment mRNA step’ of the manufacturer’s protocol. Sequencing libraries were sequenced in two lanes on the Illumina HiSeq 1500 System applying the Rapid Mode together with other samples aiming to yield about 30 x 10^6^ sequences per sample.

### Sequence data processing and data evaluation

Obtained sequences were mapped onto the reference genome sequence of *L*. *buchneri* CD034 [22] by means of BWA [23]. Moreover, sequences were also mapped onto the sequence of the rRNA operon (pos. 1,592,475–1,597,380) to estimate the abundance of sequences originating from 16S and 23S rRNAs. Alignments were processed by means of samtools [24] and then imported into the RNA-Seq analysis platform ReadXplorer [25]. Within this platform RPKM values were calculated. Differential transcription levels of genes as defined by annotated coding sequences (CDS) were also calculated within ReadXplorer by means of DeSeq [26]. For each gene DESeq computes the fold-change which—in this case—represents the change of transcriptional levels between aerobic and anaerobic conditions (a fold change > 1 describes an increasing transcriptional level under aerobic conditions while a fold change < 1 describes a decreasing transcriptional level under aerobic conditions). Additionally a corresponding p-value is computed which can be used for a statistical test by accepting or rejecting the assumption that gas phase composition changes do not influence gene expression.

The data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus [27] and are accessible through GEO Series accession number GSE67802. Raw sequence data are available at the NCBI Sequence Read Archive (Accession No. SRP057107).

### Search for binding sites of regulatory proteins in upstream regions of differentially expressed genes

Sequences of regulatory sites from members of the family *Lactobacillaceae* for PerR and Rex were downloaded from the RegPrecise database [28] and were used for computation of position weight matrices by means of MEME [29]. Resulting models were used to search for those motifs in upstream sequences (CDS start—300 bp) of genes of interest by means of FIMO [29]. Motifs with a p-value below 0.0001 and the right orientation were considered to be putative binding sites of PerR or Rex.

## Results and Discussion

### Controlled cultivation of *Lactobacillus buchneri* CD034 under anaerobic and aerobic conditions

To analyze the *L*. *buchneri* CD034 transcriptome under aerobic and anaerobic conditions, the strain was cultivated with and without oxygen supply. The fermentation experiment was designed to simulate opening of the silo (exposure to oxygen) after ensiling (anaerobic conditions) to evaluate the transcriptional response of *L*. *buchneri* CD034 under these conditions. Cultivation of *L*. *buchneri* CD034 was done in two independent continuously stirred tank reactors (replicates) with controlled gas phase compositions. Cells were grown in MRS medium with arabinose, xylose and glucose since these sugars are the main sugars present in grass [30]. During fermentation, gas phase composition, the pH-value and the dissolved oxygen content (dO_2_) were measured online while the optical cell density (OD) and concentrations of carbohydrates and organic acids (metabolites) were determined in samples taken at different time points for both fermentations (as indicated in Fig 1 / S1 Fig). Measured values are presented in Fig 1 for fermenter 1 and in S1 Fig for fermenter 2. Gas phase compositions are shown in Fig 1A and parameters reflecting bacterial growth (pH, dO_2_, OD_600_) are shown in Fig 1B. Consumption of carbohydrates and production of lactic acid and acetic acid are displayed in Fig 1C and 1D, respectively.

**Fig 1:**
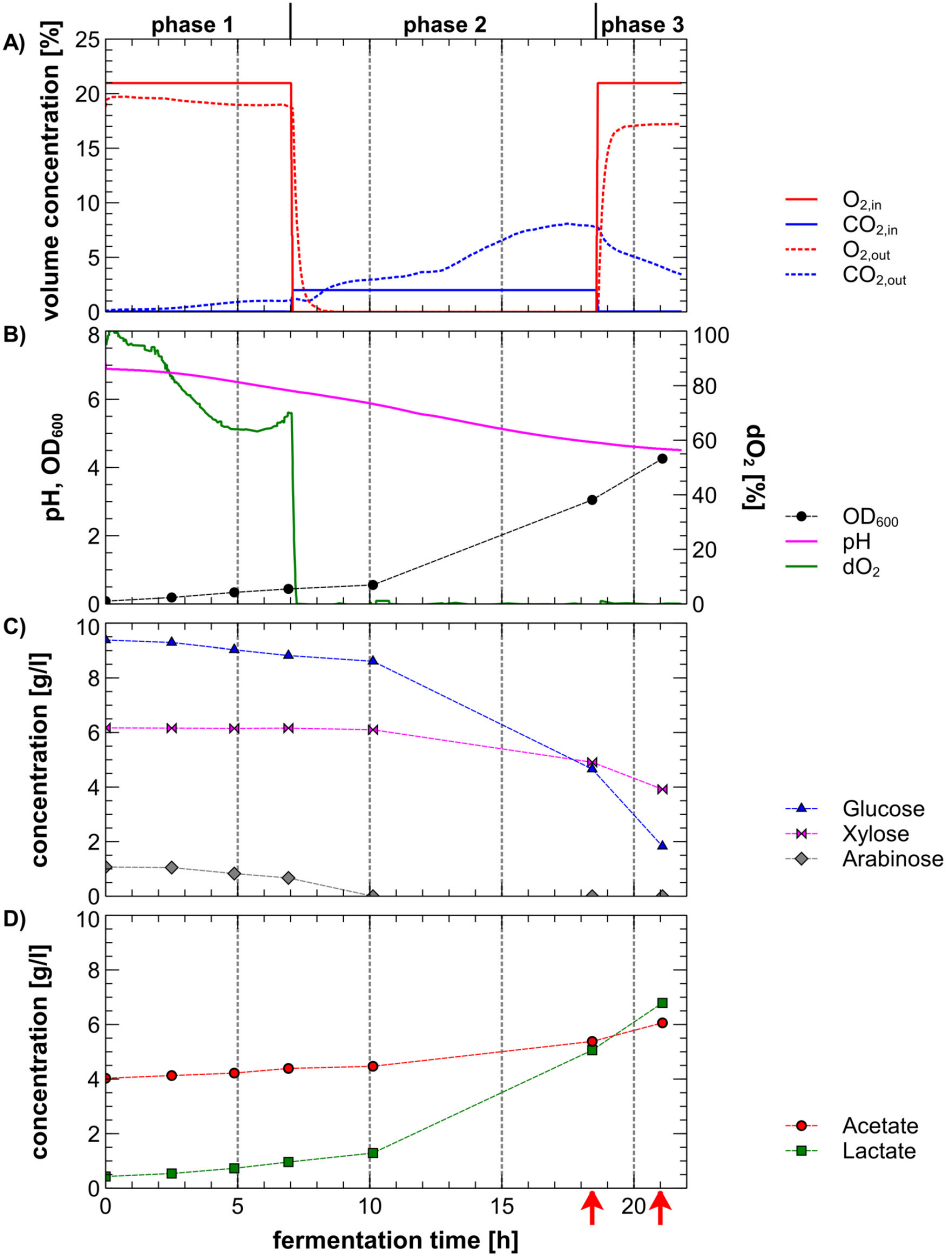
Fermentation of *L*. *buchneri* CD034 grown under aerobic and anaerobic conditions. The fermentation was separated in three phases: phase 1 represents aerobic, phase 2 anaerobic and phase 3 again aerobic conditions with respect to the oxygen concentration of the gas inlet (O_2,in_). (A) Gas phase composition during fermentation as described by oxygen and carbon dioxide concentrations in the gas inlet (O_2,in_, CO_2,in_) and in the gas outlet (O_2,out_, CO_2,out_). (B) pH, dissolved oxygen concentration in the medium (dO_2_) and optical density (OD). (C) Concentration of carbohydrates glucose, xylose and arabinose and (D) concentration of organic acids lactate and acetate. Fermentations were performed in duplicates. Arrows indicate sampling time points for RNA-Seq. Parameters shown originate from fermenter 1. For fermenter 2 see S1 Fig.

The fermentations proceeded in three distinct cultivation phases simulating gas phase compositions during the ensiling process (Fig 1A). In the first (aerobic) phase, the system was aerated with 21% of oxygen. Aeration of the system with oxygen concentrations similar to those in air was considered to represent aerobic conditions. After 12.5 h of fermentation, the second phase was initiated which was defined by changing the gas composition of the inlet air to 2% of carbon dioxide (CO_2_) to create anaerobic conditions. This stage stands for creation of anaerobic conditions during the ensiling process by compressing the green fodder and by successive consumption of remaining oxygen and production of carbon dioxide. The second fermentation phase persisted for 11.5 h. After the ensiling process, the silage can be opened and oxygen again has access to the fermented green fodder. Hence, aerobic conditions were again created in the third phase of the fermentation by aeration with 21% of oxygen (O_2_) for another 3 hours. In the gas outlet, also oxygen and carbon dioxide were measured during the fermentation (Fig 1A). Oxygen concentrations in the outlet air were found to feature lower levels than the oxygen concentration of the inlet air during the aerobic fermentation phases. During the first fermentation phase, production of slight amounts of carbon dioxide was observed and increased during the anaerobic fermentation phase. When the system was again aerated with 21% of oxygen, the production of carbon dioxide decreased again.

The pH values as well as the optical density values indicate bacterial growth during all three fermentation phases. During the first aerobic phase bacterial growth could be observed since OD values slightly increased from 0.08 to 0.4. In the second fermentation phase (anaerobic phase), the growth rate of *L*. *buchneri* CD034 further increased, resulting in an OD of 3.1. Aeration did not negatively influence growth since the OD further increased to 4.3 (Fig 1B). The pH dropped quite constantly from pH 7 at the beginning of the fermentation to pH 4.5 at the end of the fermentation. The dissolved oxygen within the fermentation broth decreased during the first aerobic fermentation phase probably due to the beginning of bacterial growth. When anaerobic conditions were created, the dO_2_ stayed at 0% due to the absence of oxygen in the inlet gas (Fig 1B and 1A). During the third fermentation phase, the system again was aerated with 21% of O_2_ (aerobic conditions) (Fig 1A). However, an increasing dO_2_ could not be observed even though oxygen was introduced into the system (Fig 1B). Redox potential measurements also verified the gas phase composition changes. At the end of the anaerobic phase the redox potential had dropped to about -220 mV and then increased to -30 mV during the aerobic phase. Hence, it was concluded that O_2_ was consumed and converted by *L*. *buchneri* CD034 and thus remained within the system since the O_2_ concentration in the gas outlet did not reach the inlet concentration (Fig 1A).

The carbohydrates arabinose, glucose and xylose were consumed during all fermentation phases (Fig 1C). Simultaneous consumption of carbohydrates is also described for other lactobacilli such as *L*. *brevis* [31]. Arabinose was already consumed after 10 hours at the beginning of the anaerobic fermentation phase. Glucose was then preferably metabolized compared to xylose. However, glucose and xylose were not completely depleted during the fermentations (Fig 1C). Hence, effects caused by nutrient deficiency could be excluded.

Metabolism of carbohydrates by heterolactic acid fermentation led to increased concentrations of lactic acid and acetic acid (also a component of the MRS medium) (Fig 1D) causing a decline in the pH-value (Fig 1B). Production of both acids was found to be lowest during the first aerobic phase and increased during the following anaerobic and aerobic phase as cell numbers increased.

Overall, both fermentations (replicates) showed similar developments (Fig 1 / S1 Fig) *L*. *buchneri* CD034 was able to grow under aerobic as well as anaerobic growth conditions and produced lactic acid and acetic acid under these conditions. Inlet gas phase composition changes did not negatively influence growth of the *L*. *buchneri* CD034 culture. However, CO_2_ production seemed to be influenced by the inlet gas phase composition. Consumption of oxygen and simultaneous production of carbon dioxide may allow *L*. *buchneri* CD034 to establish microaerophilic conditions within aerated silage and thereby growth inhibition of aerobic microorganisms is enhanced.

Aeration of the cultures with 21% oxygen showed the uptake of oxygen by *L*. *buchneri* CD034 cells. Therefore, the shift from anaerobic to aerobic conditions was chosen for sampling of the culture since it reflects opening of the silo and creation of aerobic conditions. Samples for the analysis of transcriptional profiles under anaerobic *vs*. aerobic conditions were taken at the end of the anaerobic fermentation phase before oxygen aeration and 2.5 hours after oxygen exposure as indicated in Fig 1 and S1 Fig. This second time point was chosen to ensure complete adaptation of *L*. *buchneri* CD034 cells to aerobic conditions and corresponding tuning of its metabolism.

### Sequencing and analysis of transcriptomes of *L*. *buchneri* CD034 grown under anaerobic and aerobic conditions

To analyze the *L*. *buchneri* CD034 transcriptome under anaerobic and aerobic conditions, samples from the fermentations were taken at the end of the anaerobic phase and 2.5 hours after the onset of aerobic conditions (see Fig 1 and S1 Fig). 

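*L*. *buchneri* CD034, a heterofermentative strain used as a silage inoculant, was grown in 2 fermenters, and each culture was sampled at 18.5 h, at the end of the anaerobic phase, and at 21 h, 2.5 h after aeration with 21% oxygen had begun. This gives 4 strand-specific, rRNA-depleted Illumina libraries, 2 per condition. Because each fermenter is 1 culture sampled before and after aeration, oxygen supply and time of growth change together between the conditions. Carbon dioxide, which the inlet gas held only in the anaerobic phase, changes with them. So does the pH, which was not controlled and kept falling. The authors called bases with CASAVA 1.7, aligned the reads with BWA, counted them per gene with ReadXplorer and tested the genes with DESeq. The authors' deposited table gives 2376 genes, with an RPKM value per library and the DESeq fold change and adjusted p, but no read count per library. The read counts of S1 Table were held here for genes up to LBUCD034_2132, and together with RPKM they give the number of reads behind the RPKM values. These reads were counted on genes. Their number was 26964840 for fermenter 1 and 22117539 for fermenter 2 under anaerobic conditions, and 29445772 and 24263840 under aerobic conditions. At this depth 1 read in a gene of 1 kb is worth 0.0340 to 0.0452 RPKM. RPKM values were divided by a trimmed-mean scaling factor per library (0.971 to 1.03), and log2 of the value plus a pseudocount of 1 was tested with limma with a mean-variance trend. Fold changes are aerobic over anaerobic on this scale, which understates the change of low genes. The test covered the 2367 genes with at least 1 RPKM in 2 or more libraries, with Benjamini-Hochberg adjustment and a threshold of 0.01. RPKM values are printed as deposited, as mean ± SD of the 2 fermenters.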

After sampling (2 fermenters representing biological replicates as indicated in Fig 1 and S1 Fig), total RNA was prepared from harvested cells, mRNA was enriched and then used to construct cDNA sequencing libraries which were sequenced on the Illumina HiSeq system. Enrichment of mRNA was done since commonly a large proportion of bacterial RNA represents ribosomal RNA which is unwanted in studies focusing on differentially transcribed protein-encoding genes.

Sequencing libraries each yielded on average approx. 3.3 x 10^7^ reads of which in general more than 98% could be mapped onto the *L*. *buchneri* CD034 reference genome sequence by means of the BWA (Burrows-Wheeler Aligner) software package (see Table 1). Among these mapped sequences, only 2 to 10% originated from 16S or 23S rRNA genes. Even though rates of rRNA depletion differed slightly, a sufficient depletion of these RNA species in the course of library preparation was confirmed (see Table 1).

**Table 1:** Overview on the sequencing of transcripts (mRNA) isolated from *L*. *buchneri* CD034 grown in two replicate fermenter systems under anaerobic *vs*. aerobic conditions.

			*L*. *buchneri* CD034 genome		*L*. *buchneri* CD034 *rrn* operon	
Sampling time	Fermenter	Sequencing reads total	Sequencing reads mapped	Percentage [%]	Sequencing reads mapped	Percentage of mapped reads [%]
18.5 h (anaerobic)	1	33,134,361	32,521,030	98.15	740,994	2.28
	2	29,873,616	29,343,326	98.22	3,131,915	10.67
21 h (aerobic)	1	38,470,216	37,769,788	98.18	971,578	2.57
	2	31,368,998	30,819,068	98.25	598,180	1.94

Sequence mappings were further evaluated within the ReadXplorer platform [25]. First, the number of reads that could be mapped onto protein-encoding genes was calculated (see S1 Table). 

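Transcript levels of the 2 fermenters lay close together within a condition. Across 2367 genes the log2 RPKM values of the fermenters correlated with r = 0.999 under anaerobic and r = 0.994 under aerobic conditions, where genes are not independent replicates. The median difference between the fermenters was 0.06 on the log2 scale under anaerobic and 0.13 under aerobic conditions. With scaled values and the pseudocount of 1, which draws low genes together, no gene differed by over 1.5 times between the anaerobic libraries, and 46 genes did between the aerobic libraries, among them *pyrB* and *pyrC* of pyrimidine synthesis, picked after their values were seen. The change from anaerobic to aerobic conditions had the same sign in both fermenters for 82.6% of the genes and correlated with r = 0.864 across genes.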

Based on the read count data, RPKM (reads per kilobase of transcript per million mapped reads) values for these genes were calculated, which allows normalization for gene lengths and sequence library sizes [32] (see S1 Table). 

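The lowest mean value belonged to LBUCD034_0613, with 0.0850 ± 0.120 RPKM (SD, n = 2) under anaerobic and 0.250 ± 0.0849 RPKM (SD, n = 2) under aerobic conditions. LBUCD034_1608 (*slpB*) reached the highest RPKM in every library. Each anaerobic library listed 1 gene at 0, and neither aerobic library did.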

In general, *L*. *buchneri* CD034 genes feature RPKM values in a range from 0.25 to approx. 62,000. 

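The median over 2376 genes of the mean RPKM was 154 under anaerobic and 164 under aerobic conditions. Single libraries had medians of 157 (fermenter 1) and 153 (fermenter 2) before aeration, and of 165 and 157 after it.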

Approximately, 50% of the genes transcribed under anaerobic conditions feature RPKM values below 154, while 50% of the genes transcribed upon oxygen exposure feature RPKM values below 163. Hence, a large proportion of genes is transcribed at low levels. 

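Of the 25 genes of Table 2, 24 differed by less than 1.5 times between the conditions, and 1, LBUCD034_2165, passed the test in limma, a call that was lost without anaerobic replicate 1. Ranked by mean RPKM, 21 genes were among the first 25 under both conditions. The ribosomal protein genes *rpsU*, *rpmB*, *rpsT*, *rpmH* and *rpmE* (LBUCD034_1641) had log2 fold changes of 0.07, -0.11, -0.09, -0.08 and -0.24, none past the threshold. They do not stand for all ribosomal protein genes. Of 54 such genes 29 were lower and none was higher in limma, with a median log2 fold change of -0.50. The elongation factor gene *tuf* had 13948 ± 30.3 RPKM (SD, n = 2) under anaerobic and 13735 ± 1029.9 RPKM (SD, n = 2) under aerobic conditions. The table holds 5 genes of the plasmid series of locus tags, LBUCD034_p0046 to LBUCD034_p0050.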

With the exception of LBUCD034_2165, the 25 most frequently transcribed protein-encoding genes featured similar RPKM values under both growth conditions (Table 2) and are encoded on the chromosome or the large plasmid pCD034-3. The gene featuring the highest level of transcription encodes the SlpB S-layer protein. This surface layer protein of *L*. *buchneri* CD034 has been described as a unique protein compared to *L*. *buchneri* NRRL-B-30929 [12] and was probably introduced into the *L*. *buchneri* CD034 genome by a transduction event. 

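LBUCD034_1608 (*slpB*), the S-layer protein gene, ranked 1 under both conditions with 59082 ± 2079.9 RPKM (SD, n = 2) before and 62393 ± 6144 RPKM (SD, n = 2) after aeration. Its log2 fold change was 0.02 (standard error 0.20, adjusted p = 0.940) in limma, which did not pass the threshold.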

S-layer proteins enable adhesion of cells, stabilize the membrane and form a barrier against bacteriophages or chemicals [33]. The DNA binding protein HU was found to feature the second highest transcriptional level. It is a histone-like protein and interacts with DNA during processes such as replication, supercoiling or repair [34]. 

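LBUCD034_1179, the gene of the histone-like protein HU, ranked 2 under both conditions. Its level was 38784 ± 2876 RPKM (SD, n = 2) under anaerobic and 50282 ± 5366 RPKM (SD, n = 2) under aerobic conditions. The log2 fold change of 0.32 (standard error 0.19, adjusted p = 0.242) did not pass the test in limma.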

Transcriptional levels of both genes indicate their importance for growth of *L*. *buchneri* CD034. Additionally, further gene products encoded by highly transcribed chromosomal genes (Table 2) play a role in processes essential for basic cell functions including protein biosynthesis (ribosomal proteins, elongation factors), energy metabolism (ATP synthase subunit), lactic acid fermentation and pyruvate or lactate metabolism (glyceraldehyde-3-phosphate dehydrogenase, enolase, pyruvate dehydrogenase complex components, D-lactate dehydrogenase) or concern cell wall composition (S-layer proteins, LrgAB proteins [35]). Moreover, the two genes LBUCD034_2165 and LBUCD034_1844 were identified to be among the most frequently transcribed genes. They were annotated to encode hypothetical proteins. Both CDS feature a ribosomal binding site upstream of their start-codon and did not share any similarity to entries of the RFAM database collecting RNA families [36]. Hence, it can be concluded that these genes most probably encode proteins. Both proteins are rather small (58 and 73 amino acids), do not contain conserved domains and homologous proteins were only identified in some other *Lactobacillus* species. 

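Glyceraldehyde-3-phosphate dehydrogenase (*gapA1*, LBUCD034_1448) ranked 3 of 2376 genes under anaerobic and 6 under aerobic conditions, and enolase (*eno*, LBUCD034_1445) ranked 27 and 25. The ATP synthase subunit gene *atpC* (LBUCD034_0999) had 7050.1 ± 69.3 RPKM (SD, n = 2) before and 5440.5 ± 425.5 RPKM (SD, n = 2) after aeration, a log2 fold change of -0.43 (standard error 0.11, adjusted p = 0.0291) in limma that did not pass the threshold. The murein hydrolase effector genes LBUCD034_1485 and LBUCD034_1486 had log2 fold changes of 0.14 and 0.16, neither past the threshold. The lactaldehyde dehydrogenase gene *aldA* (LBUCD034_0873) had a log2 fold change of 0.24 (adjusted p = 0.137).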

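LBUCD034_2165 rose from 15153 ± 1637 to 45298 ± 541 RPKM (SD, n = 2 each), a log2 fold change of 1.53 (standard error 0.16, adjusted p = 0.00296) in limma with the same direction in both fermenters. It moved from rank 7 to rank 3. Its call was lost without anaerobic replicate 1, where the log2 fold change was 1.41. The ranges of adjusted p over the alternatives that are given below for other genes include fits with 1 library left out. In such a fit the spread of a gene comes from the intact pair alone. The ends of a range can therefore reflect that pair and are no measure of how steady a call is. LBUCD034_1844 had 6049 ± 672 RPKM (SD, n = 2) under anaerobic conditions, rank 31, and 8231 ± 1221.6 RPKM (SD, n = 2) under aerobic conditions, rank 20, and its log2 fold change of 0.39 (standard error 0.16, adjusted p = 0.110) did not pass the test in limma.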

Even though the function of these short gene products still is unknown, they seem to be of importance for at least some lactobacilli.

**Table 2:** The 25 most abundantly transcribed genes of *L*. *buchneri* CD034 cultivated under aerobic *vs*. anaerobic conditions.

	Locus tag (Gene)	Product	RPKM^1^ anaerobic	RPKM^1^ aerobic
1	LBUCD034_1608 (*slpB*)	Surface layer protein	59,082.00	62,393.44
2	LBUCD034_1179	DNA-binding protein HU	38,783.96	50,281.67
3	LBUCD034_1448 (*gapA1*)	Glyceraldehyde 3-P dehydrogenase	17,388.62	16,673.23
4	LBUCD034_2143	Cold shock-like protein	15,725.65	12,988.81
5	LBUCD034_p0047	Hypothetical protein	15,693.50	17,154.48
6	LBUCD034_p0049	D-arabitol-P dehydrogenase	15,268.25	17,537.38
7	LBUCD034_2165	Hypothetical protein	15,152.15	45,297.97
8	LBUCD034_0801 (*tuf*)	Elongation factor Tu	13,947.76	13,734.86
9	LBUCD034_p0048	Fructose permease	12,978.79	14,111.96
10	LBUCD034_1485	Putative effector of murein hydrolase LrgA	10,596.33	12,131.98
11	LBUCD034_1146 (*rpsU*)	30S ribosomal protein S21	10,576.47	11,468.02
12	LBUCD034_1262 (*rpmB*)	50S ribosomal protein L28	10,170.23	9,780.19
13	LBUCD034_0782 (*pdhB*)	Pyruvate dehydrogenase E1 component subunit β	10,161.31	9,201.17
14	LBUCD034_0781 (*pdhA*)	Pyruvate dehydrogenase E1 component subunit α	10,056.08	9,147.41
15	LBUCD034_0797 (*rpsT*)	30S ribosomal protein S20	9,923.50	9,740.80
16	LBUCD034_2468 (*rpmH*)	50S ribosomal protein L34P	9,703.66	9,554.52
17	LBUCD034_1486	Putative effector of murein hydrolase LrgB	9,663.10	11,249.36
18	LBUCD034_0784 (*pdhD*)	Dihydrolipoamide dehydrogenase	9,597.14	8,803.51
19	LBUCD034_0783 (*pdhC*)	Pyruvate dehydrogenase E2 component	9,043.26	8,141.00
20	LBUCD034_p0050	Fructokinase	8,626.95	10,419.90
21	LBUCD034_0163	Hypothetical protein	8,621.40	7,104.43
22	LBUCD034_1641	50S ribosomal protein L31 type B	7,588.84	6,690.24
23	LBUCD034_1104 (*ldhD2*)	D-lactate dehydrogenase	7,309.54	6,517.15
24	LBUCD034_p0046 (*pgi*)	Glucose 6-P isomerase	7,174.93	7,865.74
25	LBUCD034_0999 (*atpC*)	F0F1-type ATP synthase, ε subunit	7,050.11	5,440.49

^1^ Reads per kilobase of transcript per million mapped reads.

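The plasmid gene with the highest level under aerobic conditions was *mdh* (LBUCD034_p0049), with 17537 ± 435 RPKM (SD, n = 2) against 15268 ± 268 RPKM (SD, n = 2) under anaerobic conditions. *scrK2* (LBUCD034_p0050), a fructokinase gene, had 8627 ± 8.25 and 10419.9 ± 768 RPKM (SD, n = 2 each), and *pgi* (LBUCD034_p0046), a glucose-6-phosphate isomerase gene, had 7175 ± 213 and 7866 ± 904 RPKM (SD, n = 2 each). None of these 3 genes passed the test in limma. Of the 57 plasmid genes, listed by locus tag, 7 were higher under aerobic conditions, none was lower and 50 did not pass (6 higher when adjusted over the list alone). As a group the plasmid genes did not pass at 0.01 (camera adjusted p = 0.371, and adjusted p = 0.819 with an estimated correlation). LBUCD034_p0004, with a log2 fold change of 0.59 (adjusted p = 0.00340), and *galU* (LBUCD034_p0019), with a log2 fold change of 0.51 (adjusted p = 0.00429), were among the 7, and both lost their call without anaerobic replicate 1 and without anaerobic replicate 2. The median log2 fold change of the plasmid genes was -0.02 and the mean 0.08, which differ in sign. Higher genes among these genes numbered 0 without anaerobic replicate 1, 1 without anaerobic replicate 2, 22 without aerobic replicate 1 and 11 without aerobic replicate 2. Without aerobic replicate 1, 3 of these genes were lower, and the number was 18 without aerobic replicate 2.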

Some genes encoded on the large plasmid pCD034-3 were found to be among the most abundantly transcribed genes. Corresponding gene products were predicted to be involved in glucose conversion (fructokinase), lactic acid fermentation (glucose-6-phosphate isomerase) and D-arabitol phosphate conversion (D-arabitol-phosphate dehydrogenase). D-arabitol usually is a product of xylose metabolism. Hence, this plasmid may supplement metabolic pathways and reactions for reduction equivalent regeneration already encoded on the *L*. *buchneri* CD034 chromosome.

To identify *L*. *buchneri* CD034 genes that featured a differential transcriptional level in response to aerobic conditions compared to anaerobic conditions, the DESeq module [26] within the ReadXplorer platform was applied (see S1 Table for computed fold-changes and p-values). Results are displayed as volcano plot in Fig 2. 

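After 2.5 h of aeration 232 of 2367 genes were higher and 154 were lower at an adjusted p under 0.01 in limma, and all of them changed in the same direction in both fermenters. The test selects for such genes, since it weighs the mean change against the spread between fermenters. Over all tested genes the share with the same sign was 82.6%. The largest increases were those of LBUCD034_2004, a gene of unknown function with a log2 fold change of 2.23 (standard error 0.10, adjusted p = 0.000667), and of its neighbour by locus tag, the pyruvate oxidase gene *pox3* (LBUCD034_2005). LBUCD034_0659, with a log2 fold change of 2.01 (adjusted p = 0.000667), and LBUCD034_2250, with a log2 fold change of 1.68 (adjusted p = 0.000667), followed outside the prophage regions. The largest decreases were those of the putrescine and agmatine symporter gene LBUCD034_0349, with a log2 fold change of -1.52 (adjusted p = 0.00360), and of *aguA1* (LBUCD034_0350), *pctA* (LBUCD034_0348) and *arcC3* (LBUCD034_0351) beside it. Of the increases, 92 lay in the prophage regions and 140 outside. With RPKM as deposited and no composition factor, 291 genes were higher and 122 lower, so that the share of higher genes among the called ones moved from 60.1% to 70.5%. The counts depend on which library is left out, since the spread of a gene then comes from the intact pair alone. They were 127 higher and 21 lower without anaerobic replicate 1, 143 and 27 without anaerobic replicate 2, 665 and 584 without aerobic replicate 1, and 641 and 600 without aerobic replicate 2, where the lone library is assumed to vary like the other group.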

In total, 283 genes were significantly (p < 0.01) up-regulated while 198 were down-regulated after exposure to oxygen. 

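Most genes of both prophage regions were higher under aerobic conditions. In the region from *int* (LBUCD034_0908) to LBUCD034_0976, 59 of 67 genes were higher, none was lower and 8 did not pass (61 higher when adjusted over the list alone), with a median log2 fold change of 1.37. In the region from LBUCD034_1564 to *int2* (LBUCD034_1609), 33 of 45 were higher, none was lower and 12 did not pass (38 higher when adjusted over the list alone), with a median of 0.95. The higher genes included the portal protein gene LBUCD034_0946 (in limma log2 fold change 1.58, adjusted p = 0.00203), the terminase gene *terL1* (LBUCD034_0944, log2 fold change 1.56, adjusted p = 0.00220) and, in the other region, the major capsid protein gene LBUCD034_1581 (log2 fold change 1.31, adjusted p = 0.00133). The antirepressor gene LBUCD034_0915 had a log2 fold change of 1.55 (adjusted p = 0.00203). The integrase gene *int* (LBUCD034_0908), with a log2 fold change of -0.08 (adjusted p = 0.469), the repressor gene *lexA1* (LBUCD034_0914), with a log2 fold change of 0.34 (adjusted p = 0.0564), and the repressor gene LBUCD034_1604, with a log2 fold change of 0.25 (adjusted p = 0.0705), did not pass, and these 3 were picked after their values were seen. Each region stood apart from the other genes in camera with a preset correlation of 0.01 (adjusted p = 3.61e-24 and 2.87e-16), but not with an estimated correlation (adjusted p = 0.555 and 0.291). With 2 residual degrees of freedom no list passed with an estimated correlation, here or below, so such a miss cannot decide whether a group changed.

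**Figure D1:**
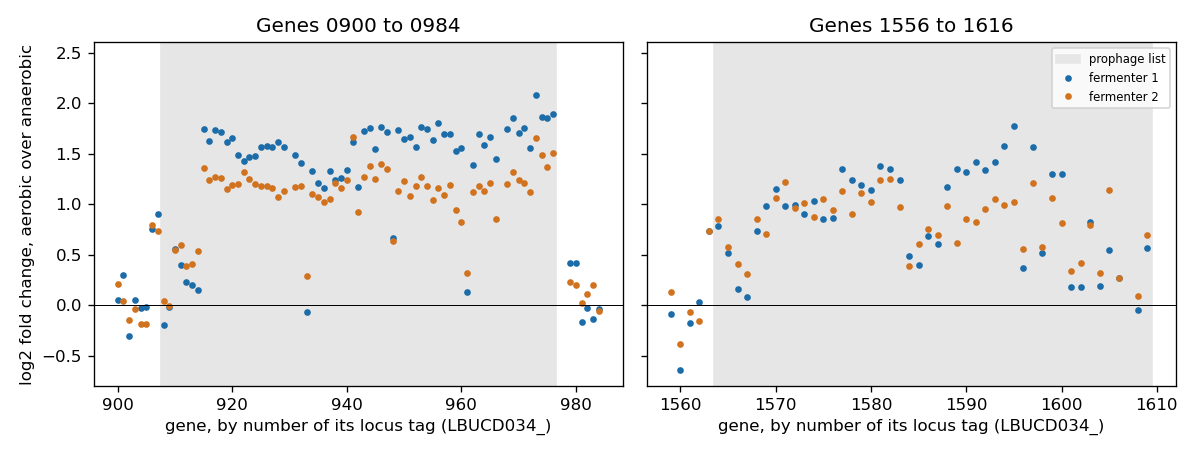
Change of each gene between anaerobic and aerobic conditions around the prophage regions. The horizontal axis gives genes by the number of their locus tag, the vertical axis the log2 fold change of aerobic over anaerobic within a fermenter, each point is 1 gene in 1 fermenter, and the grey band marks the genes of the prophage list. Most points in the bands lie above 0 in both fermenters, while the genes at the left end of the left band lie closer to 0 than the others.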

A large number of up-regulated transcripts under aerobic conditions can be attributed to genes of two prophages (Φ *Lbu-1 and* Φ *Lbu-2*) that had integrated into the *L*. *buchneri* CD034 genome [12] and which are marked in yellow or orange in Fig 3. The high number of up-regulated phage genes may be interpreted as a stress response upon oxygen exposure. 

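Of 21 genes of the SOS response and DNA repair, listed by annotation, none was higher under aerobic conditions, 1 was lower and 20 did not pass the test in limma (none higher and 1 lower when adjusted over the list alone). The list was written after the values of S1 Table, which come from these libraries, had been seen. The lower gene was the exonuclease gene *recJ* (LBUCD034_0818), with a log2 fold change of -0.63 (standard error 0.08, adjusted p = 0.00322), and its call was lost without anaerobic replicate 1 (adjusted p = 0.0276) and without anaerobic replicate 2 (adjusted p = 0.0184), with adjusted p-values of 4.90e-17 to 0.0276 over its alternatives. The recombinase gene *recA* (LBUCD034_1048) had a log2 fold change of -0.11 (adjusted p = 0.325), the chromosomal repressor gene *lexA3* (LBUCD034_1098) had a log2 fold change of 0.16 (adjusted p = 0.260) and *dinP* (LBUCD034_1058) had a log2 fold change of 0.09 (adjusted p = 0.493). These 3 were picked after their values were seen. As a group the list did not pass at 0.01 (camera adjusted p = 0.0253, and adjusted p = 0.563 with an estimated correlation). Calls of higher genes among these genes came to 1 without aerobic replicate 2. Among these genes, those called lower numbered 0 without anaerobic replicate 1, 0 without anaerobic replicate 2, 11 without aerobic replicate 1 and 7 without aerobic replicate 2.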

In *Staphylococcus aureus*, also a member of the class *Bacilli*, it has been shown that transcription of bacteriophage genes is part of a general SOS response induced by stress factors [37]. Bacteriophage genes were not further considered in the context of differential gene transcription under aerobic *vs*. anaerobic conditions.

**Fig 2:**
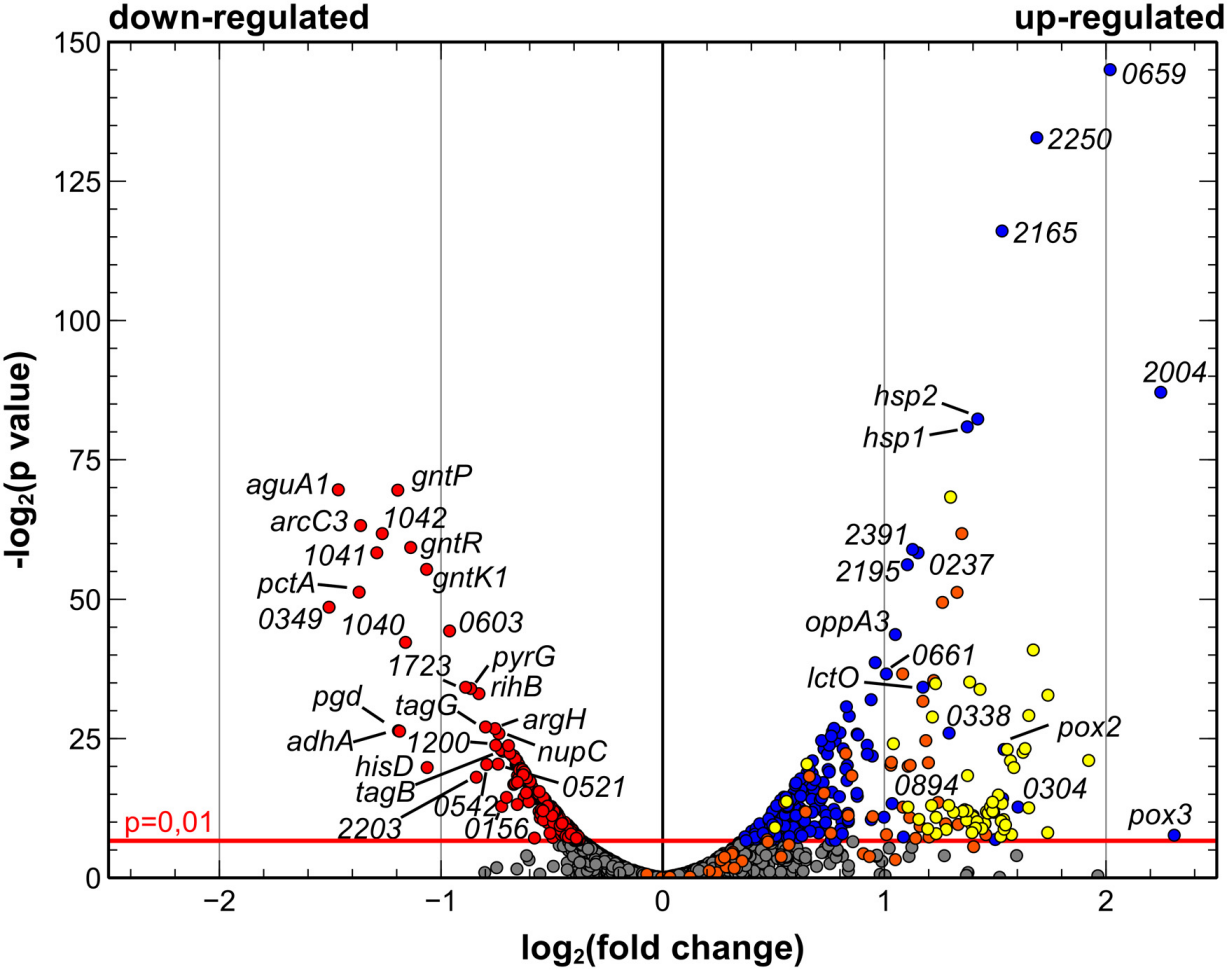
Volcano plot representing transcriptional levels for *L*. *buchneri* CD034 genes under aerobic *vs*. anaerobic conditions. For each protein encoding gene the −log_2_(p-value) is plotted against its log_2_(fold change). Genes up-regulated (p < 0.01) under aerobic conditions are colored blue while down-regulated genes are colored red. Genes found to be located between bacteriophagous attachment sites are colored in yellow (*ΦLbu-1*) and orange (*ΦLbu-2*) irrespective of their relative transcriptional levels. For genes with gene names that were found to be highly up- (see Table 3) or down- (see Table 4) regulated the gene name is given. Abbreviations represent gene names: *pox2*, *-3*: pyruvate oxidase; *lctO*: lactate oxidase; *hsp1*, *-2*: molecular chaperones; *oppA3*: oligopeptide transport system, substrate binding protein; *arcC3*: carbamate kinase; *aguA1*: agmatine deiminase; *pctA*: putrescine carbamoyltransferase; *gntP*: H+/gluconate symporter; *gntR*: gluconate operon transcriptional regulator; *gntK1*: gluconokinase; *pyrG*: CTP synthetase; *rihB*: ribosylpyrimidine nucleosidase; *pgd*: 6-phosphogluconate dehydrogenase; *adhA*: alcohol dehydrogenase; *hisD*: histidinol dehydrogenase; *tagG*: teichoic acid permease; *tagB*, teichoic acid biosynthesis protein; *argH*: argininosuccinate lyase; *nupC*: pyrimidine specific nucleoside symporter. For genes lacking gene names the index numbers of their respective locus tags (LBUCD034_XXXX) are given.

**Fig 3:**
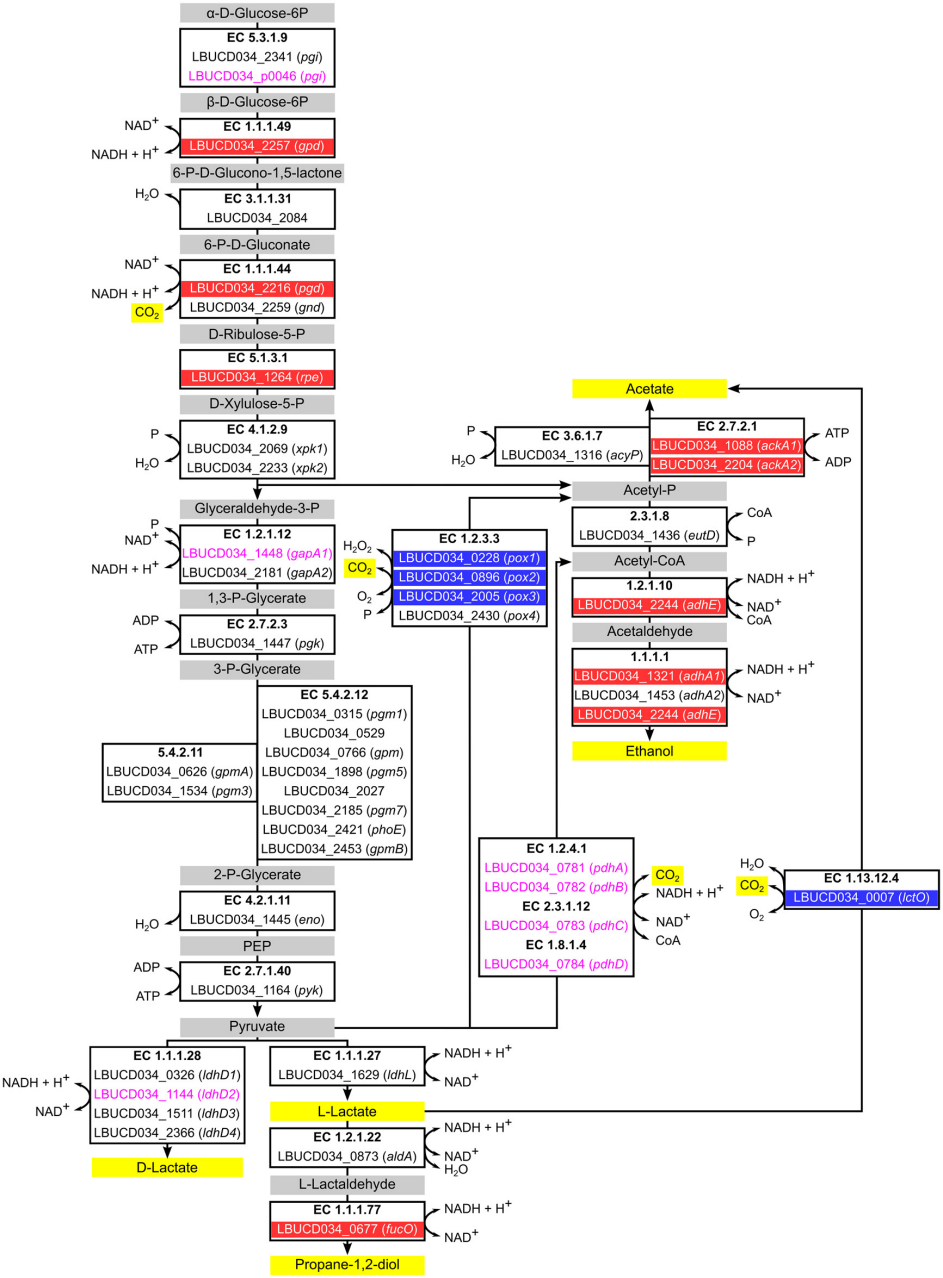
Metabolic pathway chart of gene products encoded by *L*. *buchneri* CD034 and metabolites that play a role in heterolactic fermentation. Genes are represented by their locus tag and the gene name, if applicable. Locus tags and gene names with highlighted background indicate genes that were found to be up-regulated (blue) or down-regulated (red) under aerobic *vs*. anaerobic conditions. Locus tags and gene names printed in pink indicate genes that were found to be highly transcribed. Pathway end products (yellow) and intermediates (gray) are also highlighted.

### *Lactobacillus buchneri* CD034 genes up-regulated under aerobic *vs*. anaerobic growth conditions

Genes found to be up-regulated under aerobic conditions compared to anaerobic conditions were further evaluated to investigate the influence of oxygen onto transcription in *L*. *buchneri* CD034. Twenty-one of the most up-regulated, non bacteriophage genes (fold change > 2) upon aerobic conditions are functionally annotated as genes encoding oxidases, chaperones, hypothetical proteins or enzymes featuring other predicted activities (see Table 3). 

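All 21 genes of Table 3 were higher under aerobic conditions at an adjusted p under 0.01 in limma, in both fermenters. These genes were chosen by the study on these samples and are not independent evidence of the direction. Beside the oxidase and heat shock genes, they include the isochorismatase gene LBUCD034_0237, with 205 ± 0.141 RPKM (SD, n = 2) under anaerobic and 471 ± 31.6 RPKM (SD, n = 2) under aerobic conditions and a log2 fold change of 1.14 (standard error 0.07, adjusted p = 0.00117). The neighbouring genes LBUCD034_0303, LBUCD034_0304 and LBUCD034_0305 had log2 fold changes between 1.45 and 1.57. *hbd3* (LBUCD034_2391) had a log2 fold change of 1.12 (adjusted p = 0.00117), and the oligopeptide binding protein gene *oppA3* (LBUCD034_2329) had a log2 fold change of 1.03 (adjusted p = 0.00203). LBUCD034_1600, with a log2 fold change of 1.05 (adjusted p = 0.00358), lies within the prophage region from LBUCD034_1564 to LBUCD034_1609.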

RPKM values for these genes under anaerobic and aerobic conditions are also given in Table 3. 

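LBUCD034_0338, annotated as a cell surface hydrolase, had 8.96 ± 1.12 RPKM (SD, n = 2) under anaerobic and 22.7 ± 2.04 RPKM (SD, n = 2) under aerobic conditions, a log2 fold change of 1.20 (standard error 0.12, adjusted p = 0.00269) in limma. LBUCD034_2250 stood at 951 ± 8.55 and 3164 ± 97.1 RPKM (SD, n = 2 each), and LBUCD034_2195 at 423 ± 28.8 and 939 ± 28.9 RPKM (SD, n = 2 each).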

The transcriptional level of some of these genes is very low (LBUCD034_0338), whereas others are highly transcribed (LBUCD034_2165).

**Table 3:** Genes of *L*. *buchneri* CD034 found to be highly^1^ up-regulated under aerobic *vs*. anaerobic conditions.

Gene^2^	Function	Fold change	RPKM^3^ anaerobic	RPKM^3^ aerobic
**(Per) oxidases**				
LBUCD034_2005 (*pox3*)	Pyruvate oxidase (1.2.3.3)	5.0	39.53	203.04
LBUCD034_0896 (*pox2*)	Pyruvate oxidase (1.2.3.3)	2.9	60.71	182.68
LBUCD034_0007 (*lctO*)	L-lactate oxidase (1.13.12.4)	2.3	15.28	35.66
**Chaperones**				
LBUCD034_0267 (*hsp1*)	Molecular chaperone	2.7	167.55	463.93
LBUCD034_0266 (*hsp2*)	Molecular chaperone	2.6	224.95	602.96
**Others**				
LBUCD034_0338	putative hydrolase	2.5	8.96	22.68
LBUCD034_0237	Isochorismatase	2.2	204.95	470.96
LBUCD034_1974 (*xylE*)	D-xylose-proton symporter	2.1	177.45	390.25
LBUCD034_2391	3-hydroxybutyryl-CoA dehydrogenase	2.2	286.13	646.25
LBUCD034_2329 (*oppa3*)	Oligopeptide transport system, substrate binding protein	2.1	42.65	91.20
LBUCD034_0661	Short chain dehydrogenase	2.0	69.46	144.65
**(conserved) hypothetical proteins**				
LBUCD034_2004	-	4.7	95.11	467.37
LBUCD034_0659	-	4.1	132.64	555.74
LBUCD034_2250	-	3.2	950.58	3164.16
LBUCD034_0303	-	2.9	187.87	563.16
LBUCD034_0304	-	3.0	234.26	737.07
LBUCD034_0305	-	2.8	265.63	778.67
LBUCD034_2165	-	2.9	15152.75	45297.97
LBUCD034_2195	-	2.1	422.88	939.43
LBUCD034_1600	-	2.1	25.70	56.41
LBUCD034_0894	-	2.0	68.84	145.64

^1^ fold change > 2

^2^ genes related to bacteriophages are not shown.

^3^ Reads per kilobase of transcript per million mapped reads.

Several genes encoding oxidases (pyruvate oxidases, lactate oxidase) were transcriptionally up-regulated under aerobic conditions. 

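Of 5 pyruvate and lactate oxidase genes, 3 were higher under aerobic conditions, none was lower and 2 did not pass the test in limma (4 higher when adjusted over the list alone). The list follows the study's own choice on these samples and is not independent evidence of its direction. *pox3* went from 39.5 ± 0.481 to 203 ± 82.0 RPKM (SD, n = 2 each), a log2 fold change of 2.22 (standard error 0.25, adjusted p = 0.00298). *pox2* (LBUCD034_0896) went from 60.7 ± 2.35 to 183 ± 33.8 RPKM (SD, n = 2 each), with a log2 fold change of 1.51 (standard error 0.12, adjusted p = 0.00203). The lactate oxidase gene *lctO* (LBUCD034_0007) went from 15.3 ± 0.693 to 35.7 ± 4.22 RPKM (SD, n = 2 each), with a log2 fold change of 1.11 (standard error 0.11, adjusted p = 0.00269). *pox1* (LBUCD034_0228), with a log2 fold change of 0.58 (adjusted p = 0.0145), and *pox4* (LBUCD034_2430), with a log2 fold change of 0.36 (adjusted p = 0.0542), did not pass. In camera the group passed with an adjusted p of 0.00233, but not with an estimated correlation (adjusted p = 0.563). Of these genes, 5 were higher without aerobic replicate 1 and 5 without aerobic replicate 2.

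**Figure D2:**
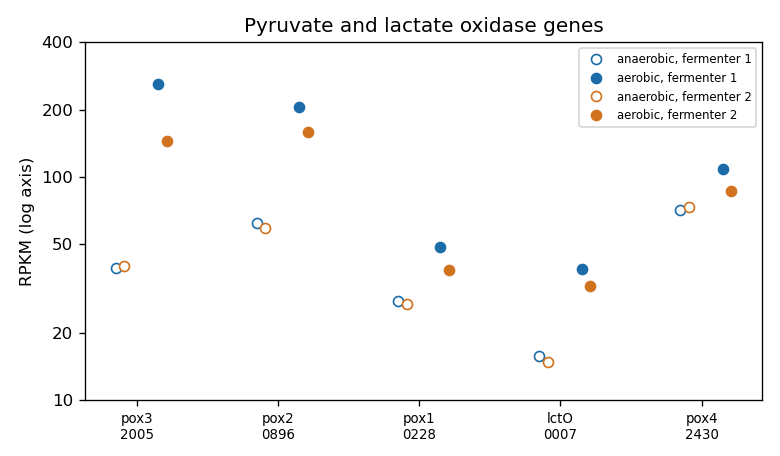
RPKM of the 5 oxidase genes in each library. The vertical axis is RPKM on a log scale, open circles are anaerobic and filled circles aerobic libraries, blue is fermenter 1 and orange fermenter 2, with the number of the locus tag under each gene name. For every gene both aerobic libraries lie above both anaerobic libraries, with the widest gap at *pox3*.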

Corresponding gene products are supposed to fix oxygen in carbon dioxide, water and hydrogen peroxide while producing acetyl-phosphate or acetate (Fig 3). Hence, presence of oxygen most probably leads to an increased production of acetate in *L*. *buchneri* CD034 as described for other *Lactobacillus* species [38,39,2,3].

Even though *L*. *buchneri* CD034 encodes enzymatic reactions to respond to the presence of oxygen, oxygen also seems to provoke some general stress responses as genes encoding chaperones (*hsp1*, *hsp2*) were found to be up-regulated under these conditions.

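The small heat shock protein genes *hsp1* (LBUCD034_0266) and *hsp2* (LBUCD034_0267) rose in both fermenters. *hsp1* went from 225 ± 15.4 to 603 ± 4.83 RPKM (SD, n = 2 each), a log2 fold change of 1.37 (standard error 0.08, adjusted p = 0.00117) in limma, and *hsp2* from 168 ± 6.91 to 464 ± 0.0424 RPKM (SD, n = 2 each), with a log2 fold change of 1.41 (standard error 0.07, adjusted p = 0.000901). Of 22 chaperone and stress protease genes, these 2 were higher, none was lower and 20 did not pass (2 higher when adjusted over the list alone). The group did not pass at 0.01 (camera adjusted p = 0.506, and adjusted p = 0.807 with an estimated correlation), and its median log2 fold change of -0.12 and mean of 0.04 differ in sign. *groES* (LBUCD034_1490), a chaperonin gene, had a log2 fold change of -0.32 (adjusted p = 0.0188). The number of these genes that were higher was 6 without aerobic replicate 1 and 4 without aerobic replicate 2. Lower genes among these genes numbered 6 without aerobic replicate 1 and 7 without aerobic replicate 2.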

Oxidation of pyruvate to acetyl-P by pyruvate oxidases (*pox2*, *pox3*) leads to the production of hydrogen peroxide (H_2_O_2_) featuring antimicrobial properties. Hydrogen peroxide also is a precursor of reactive oxygen species (ROS) such as organic hydroperoxides. Even though lactobacilli are described to produce H_2_O_2_ under aerobic as well as under anaerobic conditions and feature a natural resistance against this molecule, they need mechanisms to get rid of it [40–42]. Hence, genes found to be up-regulated (fold change > 1, p-value < 0.01, S1 Table), and having a functional annotation were additionally screened for potential functions in the context of oxygen conversion and ROS decomposition. 

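Of 19 genes that the study chose on these samples for oxygen consumption and defence against reactive oxygen species, 18 were tested, since *ohrA* could not be matched to a locus tag. Of the 18, 11 were higher, none was lower and 7 did not pass the test in limma (18 higher when adjusted over the list alone, which is not independent evidence). The NADH peroxidase gene *npr* (LBUCD034_1861) went from 556 ± 5.85 to 945.2 ± 65.2 RPKM (SD, n = 2 each), a log2 fold change of 0.71 (standard error 0.07, adjusted p = 0.00269). Among the glutathione genes, *gshA1* (LBUCD034_0256) had a log2 fold change of 0.88 (adjusted p = 0.00298), *gshA3* (LBUCD034_0263) had a log2 fold change of 0.72 (adjusted p = 0.00322) and *gshR1* (LBUCD034_0329) had a log2 fold change of 0.71 (adjusted p = 0.00333). The ferritin gene LBUCD034_0195 had a log2 fold change of 0.61 (adjusted p = 0.00298), and the manganese transport gene *mntH3* (LBUCD034_0386) had a log2 fold change of 0.72 (adjusted p = 0.00370). The cytochrome bd oxidase genes *cydA* (LBUCD034_1676, log2 fold change 0.61, adjusted p = 0.0119) and *cydB* (LBUCD034_1675, log2 fold change 0.60, adjusted p = 0.0132) did not pass. Neither did *gshA2* (LBUCD034_0257, log2 fold change 0.51, adjusted p = 0.01006), *ohrR* (LBUCD034_1371, log2 fold change 0.47, adjusted p = 0.0137), LBUCD034_0888 (log2 fold change 0.41, adjusted p = 0.0106) or LBUCD034_1367 (log2 fold change 0.52, adjusted p = 0.0123). The organic hydroperoxide resistance gene *ohr* (LBUCD034_0887), which is not among the 18, had a log2 fold change of 0.76 (adjusted p = 0.00313). Of 11 cytochrome bd, NADH dehydrogenase and menaquinone genes none passed, 0 also when adjusted over the list alone, with 4 higher and 5 lower at an unadjusted p under 0.05 in limma (camera adjusted p = 0.847, and adjusted p = 0.926 with an estimated correlation). Their mean log2 fold change of 0.05 and median of -0.12 differ in sign. Without aerobic replicate 1, 4 of these 11 genes were higher, and the number was 5 without aerobic replicate 2. Calls of lower genes among these 11 genes came to 4 without aerobic replicate 1 and 4 without aerobic replicate 2. With the fermenter as a block *cydA* (adjusted p = 0.00378, with 2.55e-15 to 0.0704 over its alternatives) and *cydB* (adjusted p = 0.00555, with 1.10e-14 to 0.0729 over its alternatives) passed, and with RPKM as deposited *cydA* did (adjusted p = 0.00951), as did *gshA2*, *ohrR*, LBUCD034_0888 and LBUCD034_1367. The 18 genes passed as a group in camera (adjusted p = 2.99e-08), but not with an estimated correlation (adjusted p = 0.366). Without anaerobic replicate 1 the call of *gshA1* remained, and without anaerobic replicate 2 those of *gshA1* and *npr*. Among the 18 genes, those called higher numbered 1 without anaerobic replicate 1, 2 without anaerobic replicate 2, 18 without aerobic replicate 1 and 18 without aerobic replicate 2. The call of *ohr* was lost without anaerobic replicate 1 (adjusted p = 0.0139), with adjusted p-values of 3.61e-21 to 0.0139 over its alternatives.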

Genes identified were predicted to play a role in decomposition of hydrogen peroxide (*npr*) or organic hydroperoxides (*ohrA*, *ohrR*, *LBUCD034_2220*), oxygen consumption (*cydA*, *cydB*, *pox1*, *LBUCD034_0437*, *LBUCD034_0888*, *LBUCD034_0494*), glutathione synthesis and reduction (*gshR1*, *gshR3*, *gshA1*, *gshA2*, *gshA3*, *LBUCD034_0719*) or in ROS protection by encoding proteins like a non-heme iron containing ferritin-like protein (LBUCD034_0195), a manganese transport protein (LBUCD034_0386) or a universal stress protein (LBUCD034_1367). Upstream sequences of genes discussed above were also analyzed for the presence of binding sites for the regulatory proteins PerR (LBUCD034_2086) and Rex which are known to be involved in transcriptional regulation of genes in response to oxygen availability in lactobacilli [43]. However, only the NADH peroxidase gene (*npr*) was found to possess a putative PerR binding site overlapping with its putative -10 promoter motif. 

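LBUCD034_2086, annotated in the ferric uptake regulator family to which PerR belongs, went from 456 ± 31.6 to 746 ± 45.3 RPKM (SD, n = 2 each). Its log2 fold change was 0.65 (standard error 0.09, adjusted p = 0.00488) in limma, in the same direction in both fermenters. The call was lost without anaerobic replicate 1 (adjusted p = 0.0323), with adjusted p-values of 3.13e-19 to 0.0323 over its alternatives.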

The *perR* gene itself (LBUCD034_2086) also features a corresponding PerR-binding motif in its non-transcribed upstream region and was also found to be up-regulated upon oxygen exposure (fold change 1.58, see S1 Table). Hence, it is very likely that transcription of the *npr* gene is regulated by the hydrogen peroxide sensitive LBUCD034_2086 gene product (PerR) which also regulates its own transcription.

Pyruvate oxidase genes are also described to be up-regulated under stationary growth for other lactobacilli [2]. To exclude growth phase change influences, results of this study were compared to proteomic or microarray studies analyzing gene expression in the stationary phase of *L*. *plantarum* [44], *L*. *casei* [45], *L*. *acidophilus* [46] and *L*. *rhamnosus* [47]. Expression changes of genes described in at least two of these studies were compared to those of this study. 

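None of the 8 genes that the paper names from work on the stationary phase passed the test in limma, 0 of 8 also when adjusted over the list alone (a list of the study's own choice, not independent evidence), with 1 higher and 3 lower at an unadjusted p under 0.05. The chaperone genes *dnaK* (LBUCD034_1126), *grpE* (LBUCD034_1125) and *groEL* (LBUCD034_1488) had log2 fold changes of -0.35, -0.31 and -0.22 (adjusted p = 0.0161, 0.0223 and 0.0662). *luxS* (LBUCD034_0368) had a log2 fold change of 0.26 (adjusted p = 0.0917). The log2 fold changes of the protease genes *htrA* (LBUCD034_0025) and *clpP1* (LBUCD034_1452) were 0.18 and -0.12 (adjusted p = 0.212 and 0.642), and those of *ldhL* (LBUCD034_1629) and *ptsH2* (LBUCD034_1693) were -0.06 and -0.02 (adjusted p = 0.656 and 0.907). As a group these genes did not pass at 0.01 (camera adjusted p = 0.426, and adjusted p = 0.749 with an estimated correlation). Of these genes, 1 was higher without aerobic replicate 1. The number of these genes that were lower was 3 without aerobic replicate 1 and 3 without aerobic replicate 2.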

The majority of these genes (e.g. *htrA*, *luxS*, *grpE*, *dnaK*, *clpP1*, *groEL*, *ldhL*, *ptsH2*) was found not to be differentially expressed in *L*. *buchneri* CD034 in this study. Hence, transcriptional changes influenced by growth phase changes can be excluded.

Even though *L*. *buchneri* CD034 is a fermentative organism, it still can utilize oxygen by conversion of compounds such as pyruvate and lactate. This reduces the amount of oxygen and hence lowers its deleterious potential. However, enzymatic reactions also produce ROS such as hydrogen peroxide. Hydrogen peroxide and/or organic peroxides such as peracetic acid feature strong antimicrobial properties and may also be a factor contributing to the high aerobic stability of silage inoculated with *L*. *buchneri*. Typical enzymes described for hydrogen peroxide decomposition in lactobacilli (catalases or pseudocatalases [48,49]) were not identified in the *L*. *buchneri* CD034 genome. However, *L*. *buchneri* CD034 encodes several other genes for protection against ROS, e.g. *via* glutathione metabolism or decomposition of peroxides and additional protective proteins which were also found to be up-regulated under aerobic conditions.

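Of 30 genes of thiol and peroxide defence, listed by annotation, 13 were higher under aerobic conditions, none was lower and 17 did not pass the test in limma (16 higher when adjusted over the list alone). The list shares genes with the study's own choice, which are not independent evidence of its direction. Outside that choice, the CoA-disulfide reductase gene *cdr3* (LBUCD034_1986) went from 135.3 ± 0.212 to 239 ± 13.4 RPKM (SD, n = 2 each), a log2 fold change of 0.76 (standard error 0.07, adjusted p = 0.00269). As a group these genes stood apart from the others in camera (adjusted p = 9.07e-05), but not with an estimated correlation (adjusted p = 0.462). Higher genes among these genes numbered 2 without anaerobic replicate 1, 5 without anaerobic replicate 2 and 22 without aerobic replicate 1. Without aerobic replicate 1, 4 of these genes were lower, and the number was 2 without aerobic replicate 2.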

### *Lactobacillus buchneri* CD034 genes down-regulated under aerobic *vs*. anaerobic growth conditions

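The 232 genes that were higher had a median log2 fold change of 0.82, and the 154 that were lower had a median of -0.56. Outside the prophage regions the median of the higher genes was 0.68. A change of at least 2 times was reached by 96 higher genes, 20 of them outside the prophage regions, and by 12 lower genes. The extremes were 2.23 and -1.52.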

Genes that were down-regulated under aerobic conditions generally show a lower fold-change value than up-regulated genes. 

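Of the 26 genes listed in Table 4, 25 were lower at an adjusted p under 0.01 in limma and all 26 had negative log2 fold changes in both fermenters. These genes, too, were chosen by the study on these samples and are not independent evidence. The remaining gene, LBUCD034_0156, of unknown function, had a log2 fold change of -0.74 (adjusted p = 0.0121). It passed with the fermenter as a block (adjusted p = 0.00289, with 9.84e-15 to 0.0559 over its alternatives) and with RPKM as deposited (adjusted p = 0.00879). Genes of pyrimidine salvage and transport were among the 25. The permease gene LBUCD034_0603 went from 1376 ± 89.6 to 731 ± 61.3 RPKM (SD, n = 2 each), a log2 fold change of -0.97 (standard error 0.08, adjusted p = 0.00203), beside *nupC* (LBUCD034_0602, log2 fold change -0.75, adjusted p = 0.00298) and *rihB* (LBUCD034_0604, log2 fold change -0.84, adjusted p = 0.00203). The CTP synthetase gene *pyrG* (LBUCD034_1645) had a log2 fold change of -0.88 (adjusted p = 0.00298). Of 20 genes of pyrimidine biosynthesis and salvage 5 were lower, none was higher and 15 did not pass (5 lower when adjusted over the list alone). Beside these 4 genes the lower one was *deob1* (LBUCD034_0601), which is not in Table 4 and was picked after its values were seen, with a log2 fold change of -0.60 (adjusted p = 0.00319), and its call was lost without anaerobic replicate 1 (adjusted p = 0.0284) and without anaerobic replicate 2 (adjusted p = 0.0274), with adjusted p-values of 8.50e-15 to 0.0284 over its alternatives. For this list camera gave an adjusted p of 0.0202, and an adjusted p of 0.680 with an estimated correlation. Of its 20 genes, 2 rose and 9 fell in both fermenters, and the others changed in opposite directions. The biosynthesis gene *pyrC* (LBUCD034_0309), picked after its values were seen, had log2 fold changes of 2.05 in fermenter 1 and -0.21 in fermenter 2. The pyrimidine list passed without aerobic replicate 1 (adjusted p = 4.53e-06) and without anaerobic replicate 2 (adjusted p = 0.00991), with 4.53e-06 to 0.876 over its alternatives. Of 13 genes of teichoic acid synthesis and D-alanylation 4 were lower, none was higher and 9 did not pass (4 lower when adjusted over the list alone). For this list camera gave an adjusted p of 0.0805, and an adjusted p of 0.680 with an estimated correlation. The teichoic acid list passed without aerobic replicate 2 (adjusted p = 0.00448), with 0.00448 to 0.207 over its alternatives. The 4 included *tagG* (LBUCD034_1142), which went from 356 ± 9.00 to 212 ± 21.5 RPKM (SD, n = 2 each), with a log2 fold change of -0.81 (adjusted p = 0.00281), and *tagB* (LBUCD034_1141), with a log2 fold change of -0.73 (adjusted p = 0.00296). The others were *tagf1* (LBUCD034_1143) and *tagf3* (LBUCD034_1700). Calls of higher genes among the pyrimidine genes came to 1 without aerobic replicate 1 and 6 without aerobic replicate 2. Among the pyrimidine genes, those called lower numbered 3 without anaerobic replicate 1, 3 without anaerobic replicate 2 and 13 without aerobic replicate 1. Of the teichoic acid genes, 3 were higher without aerobic replicate 1. The number of the teichoic acid genes that were lower was 1 without anaerobic replicate 1, 2 without anaerobic replicate 2 and 7 without aerobic replicate 2. The call of *nupC* was lost without anaerobic replicate 1 (adjusted p = 0.0202) and without anaerobic replicate 2 (adjusted p = 0.0128), with adjusted p-values of 1.29e-15 to 0.0202 over its alternatives. The call of *tagB* was lost without anaerobic replicate 1 (adjusted p = 0.0123), with adjusted p-values of 4.05e-22 to 0.0123 over its alternatives. The call of *tagf1* was lost without anaerobic replicate 1 (adjusted p = 0.0672) and without anaerobic replicate 2 (adjusted p = 0.0471), with adjusted p-values of 5.88e-11 to 0.0672 over its alternatives, and that of *tagf3* with median-of-ratios scaling (adjusted p = 0.01011), without the prophage genes (adjusted p = 0.0108), without the mean-variance trend (adjusted p = 0.0141), without anaerobic replicate 1 (adjusted p = 0.0689) and without anaerobic replicate 2 (adjusted p = 0.0563), with adjusted p-values of 1.17e-14 to 0.0689 over its alternatives.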

The 20 most down-regulated genes (transcriptional expression fold-change values < 0.6) are shown in Table 4. Encoded gene products are involved in a variety of different metabolic pathways. 

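The neighbouring genes LBUCD034_1040, LBUCD034_1041 and LBUCD034_1042 of an amino acid ABC transporter were all lower under aerobic conditions. LBUCD034_1041 went from 142 ± 5.13 to 60.1 ± 2.50 RPKM (SD, n = 2 each), a log2 fold change of -1.28 (standard error 0.08, adjusted p = 0.00122) in limma, and LBUCD034_1042 had a log2 fold change of -1.26 (adjusted p = 0.00117) and LBUCD034_1040 had a log2 fold change of -1.15 (adjusted p = 0.00194). The study chose these 3 genes on these samples for Table 4, so they are not independent evidence of a lower group.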

Different genes play a role in amino acid metabolism, e. g. they encode amino acid transporters or enzymes playing a role in agmatine metabolism. Three of the down-regulated genes encode dehydrogenases that are involved in NADH regeneration. Gene products of the remaining genes are supposed to play a role in the gluconate, pyrimidine and cell wall component metabolism.

**Table 4:** Genes of *L*. *buchneri* CD034 found to be highly^1^ down-regulated under aerobic *vs*. anaerobic conditions.

Gene	Function	Fold change	RPKM^2^ anaerobic	RPKM^2^ aerobic
**Arginine metabolism / Agmatine conversion to NH**_**3**_ **, pH homeostasis**				
LBUCD034_0349	Putrescine / Agmatine symporter	0.35	95.42	34.82
LBUCD034_0350 (*aguA1*)	Agmatine deiminase (3.5.3.12)	0.36	103.49	38.87
LBUCD034_0351 (*arcC3*)	Carbamate kinase (2.7.2.2)	0.38	105.56	42.50
LBUCD034_0348 (*pctA*)	Putrescine carbamoyltransferase	0.39	128.56	51.54
LBUCD034_0807 (*argH*)	Argininosuccinate lyase	0.59	689.90	422.10
**Amino acid transport**				
LBUCD034_1041	ABC type amino acid transporter, ATPase component	0.41	142.32	60.12
LBUCD034_1042	ABC type amino acid transporter, permease component	0.42	161.37	69.38
LBUCD034_1040	ABC type amino acid transporter, permease component	0.41	98.24	45.39
**Dehydrogenases**				
LBUCD034_1321 (*adhA*)	Alcohol dehydrogenase	0.44	6166.62	2782.13
LBUCD034_0669 (*hisD*)	Histidinol dehydrogenase	0.48	15.40	7.62
**Gluconate metabolism**				
LBUCD034_2216 (*pgd*)	6-phosphogluconate dehydrogenase	0.44	4130.19	1870.68
LBUCD034_1726 (*gntP*)	H+/gluconate symporter	0.44	1574.29	710.27
LBUCD034_1724 (*gntR*)	Gluconate operon transcriptional regulator	0.45	440.02	206.56
LBUCD034_1725 (*gntK1*)	Gluconokinase	0.48	1230.04	607.47
**Pyrimidine metabolism**				
LBUCD034_0603	Xanthine / uracil / vitamin C permease	0.51	1376.35	730.64
LBUCD034_1645 (*pyrG*)	CTP synthetase	0.55	545.29	309.58
LBUCD034_0604 (*rihB*)	Ribosylpyrimidine nucleosidase	0.56	1933.60	1124.73
LBUCD034_0602 (*nupC*)	Pyrimidine specific nucleoside symporter	0.60	2938.77	1820.83
**Cell wall component synthesis**				
LBUCD034_1141 (*tagB*)	Teichoic acid biosynthesis protein	0.60	270.79	168.99
LBUCD034_1142 (*tagG*)	Teichoic acid permease	0.57	211.64	356.07
LBUCD034_1723	Lysozyme M1	0.54	315.16	175.59
**Others**				
LBUCD034_1200	Isopentyl pyrophosphate isomerase	0.59	216.56	132.83
LBUCD034_0542	Na+/H+ antiporter nhaC	0.57	49.53	29.54
LBUCD034_0521	Hydrolase	0.60	467.46	288.31
LBUCD034_0156	Hypothetical protein	0.60	4443.37	2772.63
LBUCD034_2203	Predicted membrane protease	0.56	46.75	26.97

^1^ fold change ≤ 0.6

^2^ Reads per kilobase of transcript per million mapped reads.

Genes most obviously down-regulated upon oxygen exposure were predicted to be involved in the conversion of agmatine to ammonia, putrescine and carbon dioxide (Table 4). This pathway has been described for closely related lactic acid bacteria to be responsible for cytoplasmic pH homeostasis [50–52]. As a result of agmatine degradation, two molecules of ammonia and one molecule of ATP are generated [50]. 

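Of 5 genes of the agmatine deiminase cluster, 4 were lower under aerobic conditions, none was higher and 1 did not pass the test in limma (4 lower when adjusted over the list alone). *aguA1* (LBUCD034_0350) went from 103 ± 4.09 to 38.9 ± 10.2 RPKM (SD, n = 2 each), a log2 fold change of -1.47 (standard error 0.16, adjusted p = 0.00298). *pctA* (LBUCD034_0348), which encodes putrescine carbamoyltransferase, had a log2 fold change of -1.38 (standard error 0.17, adjusted p = 0.00337), and the carbamate kinase gene *arcC3* (LBUCD034_0351) had one of -1.36 (standard error 0.14, adjusted p = 0.00294). *aguA2* (LBUCD034_0352) had a log2 fold change of -0.14 (adjusted p = 0.387). The decreases were larger in fermenter 2 than in fermenter 1, at -1.69 and -1.25 for *aguA1*, a difference that was not tested. All 4 lower genes stand in Table 4, chosen by the study on these samples, so their count is not independent evidence.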

Ammonia molecules can further react with free protons (H^+^) to generate ammonium and accordingly alkalinization of the cytoplasm occurs. Agmatine cannot be synthesized by *L*. *buchneri* CD034 because the required arginine decarboxylase is not encoded in its genome. Hence, it remains unclear whether there are side reactions which are catalyzed by these enzymes in agmatine-free MRS medium. 

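The argininosuccinate synthase gene *argG* (LBUCD034_0806) went from 615 ± 15.4 to 397 ± 14.6 RPKM (SD, n = 2 each), a log2 fold change of -0.69 (standard error 0.07, adjusted p = 0.00296) in limma, and the lyase gene *argH* (LBUCD034_0807) from 689.9 ± 10.3 to 422 ± 1.87 RPKM (SD, n = 2 each), with a log2 fold change of -0.76 (standard error 0.06, adjusted p = 0.00203). Of 6 genes of arginine biosynthesis these 2 were lower, none was higher and 4 did not pass (2 lower when adjusted over the list alone). *argD* (LBUCD034_1851) had a log2 fold change of -0.36 (adjusted p = 0.0494) and *argB* (LBUCD034_1852) had a log2 fold change of -0.32 (adjusted p = 0.0507). The group passed in camera (adjusted p = 0.00702), but not with an estimated correlation (adjusted p = 0.555). The list also missed the threshold without anaerobic replicate 1 (adjusted p = 0.0112), without aerobic replicate 1 (adjusted p = 0.0160) and without aerobic replicate 2 (adjusted p = 0.0285), with 0.00384 to 0.0285 over its alternatives. *argG* lost its call without anaerobic replicate 1 (adjusted p = 0.0132), with adjusted p-values of 7.81e-19 to 0.0132 over its alternatives. Lower genes among these genes numbered 1 without anaerobic replicate 1 and 4 without aerobic replicate 1. Of 5 genes of the arginine deiminase cluster none passed (2 higher when adjusted over the list alone), with 3 higher and 0 lower at an unadjusted p under 0.05 in limma (camera adjusted p = 0.0480, and adjusted p = 0.555 with an estimated correlation). *arcA* (LBUCD034_0504) had a log2 fold change of 0.39 (adjusted p = 0.0106) and *arcB* (LBUCD034_0505) had a log2 fold change of 0.39 (adjusted p = 0.0121). With RPKM as deposited 2 of these genes were higher, and with median-of-ratios scaling or without the prophage genes 1 was. Without aerobic replicate 1, 2 of these genes were higher, and the number was 4 without aerobic replicate 2.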

Simultaneously, genes playing a role in generation of arginine from aspartate and citruline (*argGH*) (see Table 4, S1 Table) were found to be down-regulated under aerobic conditions. This means that there might be an increased production of arginine under anaerobic conditions. Arginine in turn can be metabolized *via* the arginine deiminase pathway which also leads to the formation of ammonia. Lactic acid bacteria may also use this pathway to maintain pH homeostasis [48].

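The sodium-proton antiporter gene LBUCD034_0542 (*nhaC* family) went from 49.5 ± 0.976 to 29.5 ± 2.72 RPKM (SD, n = 2 each), a log2 fold change of -0.78 (standard error 0.09, adjusted p = 0.00319) in limma, and the gluconate symporter gene *gntP* (LBUCD034_1726) from 1574 ± 87.0 to 710.3 ± 3.49 RPKM (SD, n = 2 each), with a log2 fold change of -1.20 (standard error 0.07, adjusted p = 0.00117). Both changed in the same direction in both fermenters. The antiporter gene lost its call without anaerobic replicate 1 (adjusted p = 0.0137) and without anaerobic replicate 2 (adjusted p = 0.0110), with adjusted p-values of 9.90e-16 to 0.0137 over its alternatives.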

Two other mechanisms which might also influence the intracellular pH were identified to be down-regulated upon oxygen exposure at the transcriptional level: an H^+^/Na^+^ ion antiporter and an H^+^/gluconate symporter (Table 4). The gluconate symporter was down-regulated together with genes involved in transformation of gluconate to D-ribulose-5-phosphate, a precursor for final steps in lactic acid fermentation. 

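The gluconokinase gene *gntK1* (LBUCD034_1725) and the regulator gene *gntR* (LBUCD034_1724), which stand next to *gntP* by locus tag, fell with it. *gntK1* went from 1230.0 ± 79.2 to 607 ± 16.4 RPKM (SD, n = 2 each), a log2 fold change of -1.07 (standard error 0.07, adjusted p = 0.00122) in limma, and *gntR* had one of -1.15 (standard error 0.10, adjusted p = 0.00244). With *pgd*, all 4 genes of this list were lower, but they are the ones of Table 4, chosen by the study on these samples, and are not independent evidence.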

A similar gene cluster was found in *Haemophilus influenzae* featuring higher transcriptional levels at high pH values [53]. It cannot be excluded that these genes might have further functions besides gluconate utilization and pH homeostasis [53].

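The alcohol dehydrogenase gene *adhA* (LBUCD034_1321) went from 6167 ± 13.6 to 2782 ± 792.3 RPKM (SD, n = 2 each), a log2 fold change of -1.23 (standard error 0.20, adjusted p = 0.00736) in limma. The 6-phosphogluconate dehydrogenase gene *pgd* (LBUCD034_2216) went from 4130.2 ± 119 to 1871 ± 499 RPKM (SD, n = 2 each), with a log2 fold change of -1.22 (standard error 0.19, adjusted p = 0.00632). The histidinol dehydrogenase gene *hisD* (LBUCD034_0669) had low levels of 15.4 ± 1.46 and 7.62 ± 0.170 RPKM (SD, n = 2 each), with a log2 fold change of -0.98 (standard error 0.10, adjusted p = 0.00296). It was the 1 lower gene of 11 of histidine biosynthesis, of which 10 did not pass (1 lower when adjusted over the list alone). For this list camera gave an adjusted p of 0.655, and an adjusted p of 0.876 with an estimated correlation. Calls of higher genes among the histidine genes came to 1 without aerobic replicate 1. Among the histidine genes, those called lower numbered 2 without aerobic replicate 1.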

Among the most down-regulated genes, three genes were annotated to encode dehydrogenases (*adhA*, *hisD*, *pgd*). These play a role in redox reactions involving an alcohol compound, histidinol or 6-phospho-D-gluconate as substrates. These reactions enable oxidation of NADH and lead to the reduction of substrate molecules. Reduction of substrate molecules allows the acceptance of two electrons and binding of free protons.

### *L*. *buchneri* CD034 genes involved in lactic acid formation and their change in transcriptional activity under aerobic *vs*. anaerobic growth conditions

Lactic acid formation is the essential pathway for conservation of green fodder during the anaerobic ensiling process and enzymes predicted to be involved in lactic acid fermentation are encoded in *L*. *buchneri* CD034 [12,54]. Corresponding genes were inspected regarding their transcriptional response upon oxygen exposure (Fig 3). Some of these genes *(gapA1*, *pdhABCD*, *pgi*, *ldhD2*, *LBUCD034_p0050*) were found to be highly transcribed irrespective of the oxygen status of the cell (see section 4.2) indicating the importance of these metabolic pathways. 

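The D-lactate dehydrogenase gene *ldhD2* (LBUCD034_1104) stood at 7309.5 ± 348.9 RPKM (SD, n = 2) under anaerobic and 6517 ± 726 RPKM (SD, n = 2) under aerobic conditions, with a log2 fold change of -0.22 (standard error 0.13, adjusted p = 0.220) in limma. *gapA1* had 17389 ± 553 and 16673 ± 1786.6 RPKM (SD, n = 2 each), with a log2 fold change of -0.12 (adjusted p = 0.552). The chromosomal *pgi* copy (LBUCD034_2341) was lower than the plasmid copy, with 794.9 ± 2.24 and 715 ± 60.7 RPKM (SD, n = 2 each), and neither copy passed the test.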

Results of the differential transcriptome analysis were evaluated to determine whether transcription of corresponding genes was influenced by oxygen availability in *L*. *buchneri* CD034 (fold change ≠ 1, p-value < 0.01, S1 Table). For the conversion of α-D-glucose-6-phosphate to L- or D-lactate, 13 enzymatic reactions are required. Corresponding enzymes are encoded by 31 genes which is due to the presence of enzyme isoforms for certain reactions. Only three of these genes were found to be differentially down-regulated upon oxygen exposure. These encode two dehydrogenases and one epimerase, while an isoform of the phosphoketolase is encoded by a gene which transcription is independent of the oxygen availability. Also genes encoding enzymes of the pyruvate dehydrogenase complex were not found to be differentially expressed.

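The 6-phosphogluconate dehydrogenase gene *pgd* and the glucose-6-phosphate dehydrogenase gene *gpd* (LBUCD034_2257) were lower. *gpd* went from 2111 ± 8.97 to 1482 ± 113 RPKM (SD, n = 2 each), a log2 fold change of -0.57 (standard error 0.09, adjusted p = 0.00683) in limma. The epimerase gene *rpe* (LBUCD034_1264) went from 895 ± 34.6 to 699.9 ± 66.0 RPKM (SD, n = 2 each), with a log2 fold change of -0.41 (standard error 0.08, adjusted p = 0.0123), and did not pass. The phosphoketolase genes *xpk1* (LBUCD034_2069) and *xpk2* (LBUCD034_2233) had log2 fold changes of -0.38 and 0.03 (adjusted p = 0.0183 and 0.803). With the fermenter as a block *rpe* passed (adjusted p = 0.00961, with 7.84e-11 to 0.139 over its alternatives). *gpd* lost its call without anaerobic replicate 1 (adjusted p = 0.0468) and without anaerobic replicate 2 (adjusted p = 0.0570), with adjusted p-values of 1.27e-12 to 0.0570 over its alternatives.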

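*pdhA* (LBUCD034_0781) had 10056 ± 67.5 RPKM (SD, n = 2) under anaerobic and 9147 ± 1649.7 RPKM (SD, n = 2) under aerobic conditions, a log2 fold change of -0.20 (standard error 0.14, adjusted p = 0.301) in limma. *pdhB*, *pdhC* and *pdhD* (LBUCD034_0782 to LBUCD034_0784) had log2 fold changes of -0.22, -0.23 and -0.20. None of the 4 genes passed, 0 also when adjusted over the list alone, and none had an unadjusted p under 0.05 (camera adjusted p = 0.371, and adjusted p = 0.787 with an estimated correlation). Of these genes, 3 were lower without aerobic replicate 1. The aerobic fermenters stood apart for these genes, with a change of -0.01 in fermenter 1 and -0.39 in fermenter 2 for *pdhA*, a difference that was not tested.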

However, oxygen presence caused increased transcriptional levels of genes playing a role in conversions of pyruvate or lactate to acetyl phosphate or acetate. Acetyl phosphate can be further metabolized to acetate or ethanol. The *acyP* gene encoding an acetyl-phosphatase was not found to be differentially transcribed under the conditions tested while the acetate kinase genes *ackA1* and *-2* were down-regulated upon exposure of *L*. *buchneri* CD034 to oxygen. 

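*ackA1* (LBUCD034_1088) had a log2 fold change of -0.39 (standard error 0.07, adjusted p = 0.00859) in limma and *ackA2* (LBUCD034_2204) one of -0.39 (standard error 0.07, adjusted p = 0.0108), so that *ackA1* passed the threshold and *ackA2* did not. *acyP* (LBUCD034_1316) had a log2 fold change of 0.02 (standard error 0.14, adjusted p = 0.932). The call of *ackA1* was lost with RPKM as deposited (adjusted p = 0.0146), with the fermenter as a block (adjusted p = 0.0102), without the prophage genes (adjusted p = 0.0107), without the mean-variance trend (adjusted p = 0.0123), without anaerobic replicate 1 (adjusted p = 0.138) and without anaerobic replicate 2 (adjusted p = 0.136), with adjusted p-values of 1.78e-07 to 0.138 over its alternatives.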

Transcription of genes involved in acetyl-phosphate to ethanol conversion was not dependent on oxygen availability (*eutD*, *adhA2*) or was down-regulated (*adhE*, *adhA1*) under aerobic conditions. However, the genes *ackA1*, *-2*, *adhE* and *adhA* were still found to be transcribed under aerobic conditions (see S1 Table) and ongoing acetyl-phosphate metabolism catalyzed by the encoded enzymes is likely to occur. 

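*adhE* (LBUCD034_2244), which encodes the bifunctional alcohol dehydrogenase, had a log2 fold change of -0.70 (standard error 0.08, adjusted p = 0.00298) in limma. It lost its call without anaerobic replicate 1 (adjusted p = 0.0224) and without anaerobic replicate 2 (adjusted p = 0.0189), with adjusted p-values of 1.34e-13 to 0.0224 over its alternatives. *eutD* (LBUCD034_1436) had a log2 fold change of -0.32 (adjusted p = 0.0226), and *adh2* (LBUCD034_1453) had a log2 fold change of 0.33 (adjusted p = 0.102). Of 7 genes from acetyl phosphate to acetate or ethanol, 3 were lower (*adhA*, *adhE* and *ackA1*), none was higher and 4 did not pass (5 lower when adjusted over the list alone). For this list camera gave an adjusted p of 0.0322, and an adjusted p of 0.555 with an estimated correlation. The number of these genes that were higher was 1 without aerobic replicate 2. Lower genes among these genes numbered 1 without anaerobic replicate 1, 1 without anaerobic replicate 2, 5 without aerobic replicate 1 and 5 without aerobic replicate 2. The lactaldehyde reductase gene *fucO* (LBUCD034_0677) was the 1 lower gene of 2 of lactaldehyde and propanediol metabolism (1 lower when adjusted over the list alone), with a log2 fold change of -0.48 (adjusted p = 0.00736). *fucO* lost its call without anaerobic replicate 1 (adjusted p = 0.117) and without anaerobic replicate 2 (adjusted p = 0.0824), with adjusted p-values of 1.28e-08 to 0.117 over its alternatives. Without aerobic replicate 2, 1 of these 2 genes was higher. Calls of lower genes among these 2 genes came to 0 without anaerobic replicate 1 and 0 without anaerobic replicate 2.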

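Under aerobic conditions *ackA1* had 1141.6 ± 44.5 RPKM and *ackA2* 493.9 ± 20.0 RPKM, against 1441 ± 14.3 and 623 ± 12.9 RPKM under anaerobic conditions (SD, n = 2 each). *adhE* had 1791.3 ± 55.4 RPKM after and 2809 ± 49.5 RPKM before aeration (SD, n = 2 each). These aerobic levels lie above the median of all genes.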

The *adhE* gene, which encodes a bifunctional acetaldehyde-CoA/alcohol dehydrogenase, was identified to possess a Rex binding site in its upstream region. The corresponding transcriptional repressor Rex was described to sense NADH/NAD^+^ levels and to be involved in regulation of anaerobic metabolism in a number of bacteria [55]. Overall, only a small number of oxygen dependent genes regulated by known regulators PerR and Rex were identified.

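Of 31 genes that the paper counts between glucose 6-phosphate and lactate, 29 were read from Fig 3 and tested, and the other 2 are not part of the counts. Of the 29, none was higher under aerobic conditions, 2 (*pgd* and *gpd*) were lower and 27 did not pass the test in limma (none when adjusted over the list alone, a list of the study's own choice and not independent evidence). Glycolytic genes were among those that did not pass, such as *pgk* (LBUCD034_1447), with a log2 fold change of -0.16 (adjusted p = 0.186), and *pyk* (LBUCD034_1164), with a log2 fold change of -0.14 (adjusted p = 0.196). The median log2 fold change was -0.06, and the group did not pass at 0.01 (camera adjusted p = 0.303, and adjusted p = 0.749 with an estimated correlation). The second glyceraldehyde-3-phosphate dehydrogenase gene *gapA2* (LBUCD034_2181), with 209.7 ± 2.45 RPKM before and 375 ± 93.1 RPKM after aeration (SD, n = 2 each), had a log2 fold change of 0.76 (adjusted p = 0.0145). *gapA2* passed with the fermenter as a block (adjusted p = 0.00961, with 5.32e-26 to 0.0268 over its alternatives), and *pgm7* (LBUCD034_2185) with RPKM as deposited (adjusted p = 0.00844, with 1.78e-07 to 0.247 over its alternatives). Among the 29 genes, those called higher numbered 3 without aerobic replicate 1 and 3 without aerobic replicate 2. Of the 29 genes, 1 was lower without anaerobic replicate 1, 1 without anaerobic replicate 2, 8 without aerobic replicate 1 and 9 without aerobic replicate 2.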

Differential analysis of transcriptional levels of *L*. *buchneri* CD034 genes under anaerobic and aerobic conditions showed that the majority of genes playing a role in formation of lactic acid are not affected by oxygen. Metabolic pathways involved in lactic acid fermentation are required under anaerobic as well as aerobic conditions by lactobacilli. Corresponding pathways are of importance for i) utilization of carbon sources, ii) generation of energy and iii) maintenance of the redox potential of the cell [56].

Aerobic stability of silage inoculated with *L*. *buchneri* has been attributed to the production of acetate, which features antimicrobial properties [11,10]. Acetate is not only a product of hetero-fermentative lactic acid metabolism but also of aerobic oxidation of lactate and pyruvate. *L*. *buchneri* CD034 genes encoding these enzymes were found to be up-regulated upon oxygen exposure which could lead to increased formation of acetic acid after opening of the silo. 

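The oxidase genes that passed the test, *pox2*, *pox3* and *lctO*, stand in Fig 3 at the steps from pyruvate to acetyl phosphate and from lactate to acetate. In each of the 2 fermenters all 5 oxidase genes had a positive log2 fold change. For *pox3* it was 2.65 in fermenter 1 and 1.79 in fermenter 2, and for *pox2* it was 1.65 and 1.36. From these transcript levels, and beside reports on other *Lactobacillus* species, the paper proposes that acetate formation could rise once a silo is opened.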

Lactic acid can serve as a carbon source for spoiling microorganisms such as yeast or fungi. Hence, oxidation of lactic acid by *L*. *buchneri* and related species would reduce the concentration of this metabolite in silage that has been opened.

## Conclusion

Transcriptome analyses showed that *L*. *buchneri* CD034 responded to the availability of oxygen, presumably to prevent deleterious effects caused by oxygen exposition. *L*. *buchneri* CD034 encodes several genes predicted to be involved in coping with aerobic conditions and low pH stress. Corresponding features presumably are crucial for its competitiveness within microbial ensiling communities [13]. However, importance of agmatine during the ensiling process and hydrogen peroxide or peroxy acids in silages after oxygen exposition has not been surveyed and represents a future research topic to gain further insights into factors specifying performance of inoculant strains in ensiling processes. For a small number of oxygen dependent genes, corresponding regulator proteins were suggested. However, for a larger number of genes, it is still unclear how they are regulated in response to oxygen. Regulator fishing or systematic mutational analyses of candidate regulatory genes could provide further insights into regulatory circuits operating in *L*. *buchneri* in response to oxygen availability. Although demanding, transcriptional profiling of *L*. *buchneri* in silage would provide a more practically relevant and realistic picture of its metabolism operating in its natural habitat. Obtained results may be exploited to optimize or improve properties of silage inoculants that might be important for the ensiling process, especially the aerobic stability (oxygen consumption, oxygen conversion, hydrogen peroxide production). Genes specifying these properties could also be used as markers to screen for or develop beneficial silage inoculants.

## Supporting Information

S1 Fig Fermentation of *L*. *buchneri* CD034 grown under aerobic and anaerobic conditions. The fermentation was separated in three phases while phase 1 represents aerobic, phase 2 anaerobic and phase 3 again aerobic conditions with respect to the oxygen concentration in the gas inlet (O_2,in_). (A) Gas phase composition during fermentation as described by oxygen and carbon dioxide concentrations in the gas inlet (O_2,in_, CO_2,in_) and in the gas outlet (O_2,out_, CO_2,out_). (B) pH, dissolved oxygen concentration in the medium (dO_2_) and optical density (OD). (C) Concentration of carbohydrates glucose, xylose and arabinose and (D) concentration of organic acids lactate and acetate. Fermentations were performed in duplicates. Arrows indicate sampling time points for RNA-Seq. Parameters shown originate from fermenter 2. For fermenter 1 see Fig 1.
(TIFF)

S1 Table RNA sequencing results for *Lactobacillus buchneri* CD034 genes. The table contains information about the annotation, read count and RPKM values as determined by the ReadXplorer platform and results of the differential transcriptional analysis computed by DeSeq.

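S1 Table pairs each locus tag with its product, its reads per library, its RPKM and the DESeq result. The copy used here ended at LBUCD034_2132, so it served only for gene products and to estimate the number of reads behind RPKM, and no test was run on it. Gene lists drawn from its products therefore reach to LBUCD034_2132, apart from genes that the paper itself names and the plasmid genes.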

(XLSX)

How the deposited data were processed for this re-analysis (not part of the article)

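RNA of *L*. *buchneri* CD034 was measured in 4 libraries, from 2 fermenters sampled at 18.5 h under anaerobic conditions and at 21 h, 2.5 h after aeration with 21% oxygen had begun. Conditions and fermenters were taken from the sample labels and the paper.

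The authors depleted rRNA, made strand-specific libraries, called bases with CASAVA 1.7 (a version from the submitters' processing notes), aligned reads with BWA, and counted them per gene with ReadXplorer. The paper's text does not name versions of BWA, SAMtools, ReadXplorer and DESeq. The authors' deposited table holds RPKM values per library for 2376 genes, of which 2314 lie on the chromosome. RPKM times coding length sums to about the same total in each library, so the RPKM values are relative to reads counted on genes. The deposited read count means are a signal that the authors divided by DESeq size factors and averaged over fermenters, and they were not used for a test. The deposited fold is the ratio of the aerobic to the anaerobic mean, and the deposited p-value is that of the authors' DESeq test after adjustment. A count test had been planned before the deposited table was examined. The deposited table gives no read count per library, and limma was used on its RPKM values for all genes. The reads per library in S1 Table, held for genes up to LBUCD034_2132, were not tested, so edgeR and DESeq2 were left out by choice.

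RPKM values were tested with limma 3.58.1 in R 4.3.3. Values were divided by a factor per library from a trimmed mean of log ratios (trimming 0.3 of the ratios and 0.05 of the levels, without weights), a pseudocount of 1 was added and log2 taken. Genes with at least 1 RPKM in at least 2 libraries were kept, 2367 of 2376. The model held the condition alone, with a mean-variance trend, 2 residual degrees of freedom and 3.74 prior degrees of freedom, and Benjamini-Hochberg adjusted p-values under 0.01 were called. The trimmed-mean scaling had been named in the plan, and it was kept after counts of calls under other scalings had been seen. The pseudocount, the filter and the trend were set only after the deposited table had been looked at and after counts of calls under several settings had been seen. Gene lists (32, of which 31 with at least 3 genes were tested) were fixed from locus tags and products before the deposited table was examined. The values of S1 Table and of Tables 2 to 4, which come from these same libraries, had by then been seen. No list was therefore chosen blind to the results. Products were held for genes up to LBUCD034_2132 of S1 Table, so the lists drawn from them leave out later chromosomal genes that the paper does not name. They were tested with camera in limma, with a preset correlation of 0.01 and with an estimated correlation. With the preset correlation 12 of 31 lists passed, and with an estimated correlation none did, so that p is given beside each list whose test is reported. The estimated correlation rests on 2 residual degrees of freedom, and no list passed with it under any setting. Even the prophage region with 59 of 67 genes called missed the threshold (camera adjusted p = 0.555). Such a miss cannot decide whether a group changed, and the passes rest on the preset value alone. Of the 12, the lists of oxidases, of oxygen consumption and defence, of the amino acid transporter, of gluconate and of agmatine hold only or mostly genes that the study chose on these samples, so that these passes are not independent evidence. Genes named in the text were drawn from a set of 225, which holds every gene named in the paper's text, Tables 2 to 4 or Fig 3, the 15 largest changes per direction past the threshold with the same direction in both fermenters, and up to 4 members of each list with the smallest adjusted p. The set also holds genes picked after their values were seen, which are marked in the text. Not every gene of the set is named.

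Each fermenter is 1 culture sampled before and after aeration, so the fermenter numbers pair the libraries. Deviations of libraries of the same fermenter from their condition mean correlated with r = 0.213 across genes. The model leaves the libraries unpaired, and the fermenter as a block is an alternative. The paper does not state whether its DESeq test paired the fermenters. With 2 libraries per condition no exact test of a single gene can reach 0.05, and all p-values come from the model fitted across genes. Oxygen, time of growth, inlet carbon dioxide and the falling pH cannot be told apart in this design.

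The procedure was tested on simulated data with the levels and depths of these libraries, 2368 genes and 200 changed genes in each of 10 simulations of aerobic against anaerobic conditions. It recovered 68.2% of changes of 1.5 times, 100% of changes of 2 times and 100% of changes of 3 times, and 3 of 1790 calls were false. All simulated genes of a condition had the same spread beside counting noise, whereas the measured genes differ in spread. These rates may therefore not carry over to the measured data. Gene names and coding lengths came from the deposited table and from a RefSeq gene table of assembly ASM29811v2, which matched 2331 of 2376 locus tags. No coordinates were taken from it. Tables and figures were made with Python 3.11.15, SciPy 1.17.1, pandas 2.3.3, NumPy 2.4.6 and matplotlib 3.10.9. The alternatives were another scaling, RPKM as deposited, no filter, the fermenter block, other thresholds, leaving out the prophage genes and leaving out each library, and, added after the table had been seen, pseudocounts of 0.1 and 5 and no mean-variance trend. A range of adjusted p over the alternatives includes the fits with 1 library left out, so its ends can reflect which pair gives the spread.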

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

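All tests of explanations in this part were chosen after the patterns had been seen.

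Of 54 genes of ribosomal proteins, a group that the paper does not discuss as changed, 29 were lower under aerobic conditions, none was higher and 25 did not pass in limma (35 lower when adjusted over the list alone). In both fermenters 52 had negative log2 fold changes, and the median over the list was -0.50. The largest calls included *rpsH* (LBUCD034_1785, log2 fold change -0.70, adjusted p = 0.00310) and *rplQ* (LBUCD034_1772, log2 fold change -0.66, adjusted p = 0.00313). In camera the group passed with an adjusted p of 1.99e-13, but not with an estimated correlation (adjusted p = 0.563). The number of these genes that were higher was 1 without aerobic replicate 1. Lower genes among these genes numbered 0 without anaerobic replicate 1, 0 without anaerobic replicate 2 and 48 without aerobic replicate 2.

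A high level of these transcripts is argued against as the whole cause, since the list lay -0.35 on the log2 scale from the 10 nearest genes by level (permutation p = 0.0001, the smallest that 10000 draws can give, with genes drawn as if independent). Short genes do not account for it either, with a gap of -0.65 to genes matched on coding length (permutation p = 0.0001, again the smallest possible). A scaling factor moves all genes of a library alike and cannot give the gap of -0.49 between the list and all genes. What stays open is whether oxygen, the 2.5 h of further growth, the loss of inlet carbon dioxide or the falling pH goes with the lower values. This design does not separate them, so a biological reading remains a hypothesis.

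Of 8 F1Fo ATP synthase genes, which the paper does not discuss as changed, 2 were lower, none was higher and 6 did not pass (8 lower when adjusted over the list alone), with *atpE* (LBUCD034_0993, log2 fold change -0.68, adjusted p = 0.00422) and *atpH* (LBUCD034_0995, log2 fold change -0.54, adjusted p = 0.00709) as the 2. The authors' deposited DESeq results call all 8 lower at the same threshold of 0.01. As a group these genes stood apart from the others in camera (adjusted p = 0.000714), but not with an estimated correlation (adjusted p = 0.563). The list also missed the threshold without aerobic replicate 1 (adjusted p = 0.0169), with 8.82e-05 to 0.0169 over its alternatives. The count was 4 with the fermenter as a block, 0 without either anaerobic replicate and 8 without either aerobic replicate.

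Of 18 purine biosynthesis genes, also outside those the paper discusses, 2 were higher, none was lower and 16 did not pass (1 higher when adjusted over the list alone). The authors' deposited DESeq results call 1 of the 18 higher and 1 lower at the same threshold of 0.01. For this list camera gave an adjusted p of 0.0322, and an adjusted p of 0.680 with an estimated correlation. The list passed without anaerobic replicate 1 (adjusted p = 0.00367), without aerobic replicate 1 (adjusted p = 0.000106) and without anaerobic replicate 2 (adjusted p = 0.00523), with 0.000106 to 0.155 over its alternatives. The 2 genes were *guaB* (LBUCD034_0612), with a log2 fold change of 0.86 (adjusted p = 0.00294), and *purS* (LBUCD034_0406), with a log2 fold change of 1.06 (adjusted p = 0.00975). *purS* lost its call with a pseudocount of 5 (adjusted p = 0.0108), without the mean-variance trend (adjusted p = 0.0113) and without anaerobic replicate 1 (adjusted p = 0.0134), with adjusted p-values of 6.05e-26 to 0.0134 over its alternatives. Without aerobic replicate 1, 13 of these genes were higher, and the number was 10 without aerobic replicate 2. Calls of lower genes among these genes came to 3 without aerobic replicate 1 and 3 without aerobic replicate 2. The number of higher genes was 1 with a pseudocount of 5 and without the mean-variance trend, both tried after the data had been seen.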

How the results depend on the processing

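Pseudocounts of 0.1 and 5 and the fit without a mean-variance trend were added after the data had been seen. No list that passed the threshold changed direction under any alternative run, and neither did any called gene among the 225 considered for naming. Directions of the other genes were not compared between settings. Every called gene had already changed in the same direction in both fermenters, so a reversal was hardly possible and its absence shows little. *pyrB*, with a log2 fold change of 0.43 that did not pass, had one of -0.88 without aerobic replicate 1 and of 1.75 without aerobic replicate 2 (adjusted p = 2.90e-15 and 2.99e-34, with 2.99e-34 to 0.810 over its alternatives), since its aerobic libraries lie on either side of the anaerobic ones. A further 43 sign changes, in 28 of 225 genes considered for naming, were of values past the threshold under neither setting. The counts of higher and of lower genes stayed within 1.5 times with median-of-ratios scaling, RPKM as deposited, no filter, the prophage genes left out (158 higher, 144 lower), pseudocounts of 0.1 and 5 and no trend. With the fermenter as a replicate block they were 251 and 148. Among these 225 genes, 99 were called without the block, of which 97 kept their call with it and 2 lost it, while 7 others gained one (*rpe*, *cydA*, *cydB*, *atpA*, *atpG*, *gapA2* and LBUCD034_0156), and no list changed its call. The calls lost were those of *ackA1* and LBUCD034_0719. At an adjusted p under 0.05 the counts were 453 and 377, and with a change of at least 1.5 times 187 and 70. Leaving out 1 library gave 127 (without anaerobic replicate 1) to 665 (without aerobic replicate 1) higher and 21 (without anaerobic replicate 1) to 600 (without aerobic replicate 2) lower genes. Of these 99 called genes 60 kept their call without anaerobic replicate 1 and 68 without anaerobic replicate 2, and 99 did without either aerobic replicate. Such a fit has fewer samples, and the lone library is assumed to vary like the other group. The spread of a gene then comes from the intact pair alone. Calls kept or lost in such a fit therefore also reflect which pair that is, and not only the library left out. Of the 12 lists that passed, some of them chosen by the study, 10, 12, 9 and 11 kept their call without anaerobic replicate 1, anaerobic replicate 2, aerobic replicate 1 and aerobic replicate 2, and 1, 2, 2 and 1 of the other lists (among pyrimidine, purine and teichoic acid genes) gained one. The aerobic median RPKM was 157 in fermenter 2 alone. For the counts that moved with the threshold the alternative's own construction is the cause. Counts with 1 library left out depend on which pair gives the spread. The median log2 difference between fermenters was 0.06 in the anaerobic pair and 0.13 in the aerobic pair. For the other counts the cause was not tested. The planned DESeq2 test, the edgeR fits themselves and a ranking by CPM were not run, although S1 Table gives reads per library for genes up to LBUCD034_2132, and the planned scalings were run on RPKM. Depth limits few genes, since 1 RPKM in a gene of 1 kb rests on 22.1 to 29.4 reads.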

Differences from the paper's values

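The paper gives a lowest RPKM of 0.25. The lowest mean here was 0.0850 RPKM under anaerobic conditions (LBUCD034_0613), and 0.25 under aerobic conditions. For *tagG* (LBUCD034_1142) Table 4 gives the paper's values of 211.64 RPKM under anaerobic and 356.07 RPKM under aerobic conditions, while the deposited values give 356 and 212 RPKM, in the opposite order. Each fermenter alone, the alternative set for levels before the deposited table was examined, leaves all 3 differences, and the other alternatives do not change RPKM values. Of 144 RPKM means in Tables 2 to 4, 141 lay within 0.01 of the values here. The other 3 were the 2 of *tagG* and the anaerobic one of LBUCD034_2165, which was less than 1 RPKM away. All 48 fold changes compared lay on the same side of 1, with a largest ratio of 1.10.

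The paper calls 283 genes up-regulated and 198 down-regulated, and the authors' deposited table holds the same numbers at an adjusted p under 0.01. The 232 and 154 genes called here, at the same threshold in limma, include 225 and 152 of them. No setting gave both of the paper's counts, and RPKM as deposited gave 291 higher genes with 122 lower. Of the 225 genes considered for naming, 16 that the authors' deposited table calls missed the threshold, all in the authors' direction. With their adjusted p-values in limma, 9 higher ones were *pox1* (0.0145), *gshA2* (0.01006), *arcA* (0.0106), *arcB* (0.0121), LBUCD034_0888 (0.0106), LBUCD034_1367 (0.0123), *ohrR* (0.0137), *cydB* (0.0132) and *cydA* (0.0119), and 7 lower ones were LBUCD034_0156 (0.0121), *purb3* (0.0140), *atpA* (0.0115), *atpG* (0.0130), *atpC* (0.0291), *rpe* (0.0123) and *ackA2* (0.0108). All 16 passed at an adjusted p under 0.05, without aerobic replicate 1 and without aerobic replicate 2, and none passed without a filter or without either anaerobic replicate. With RPKM as deposited LBUCD034_0156, *gshA2*, *arcA*, *arcB*, LBUCD034_0888, LBUCD034_1367, *ohrR* and *cydA* passed, and with the fermenter as a block LBUCD034_0156, *atpA*, *atpG*, *rpe*, *cydB* and *cydA* did. Without the prophage genes *gshA2*, *arcA* and LBUCD034_0888 passed, and with median-of-ratios scaling *gshA2* and *arcA*. Of the settings chosen after seeing the values, a pseudocount of 0.1 called *gshA2* and a pseudocount of 5 *gshA2*, while keeping 379 and 377 of the paper's 481 calls and dropping the rest. The fit without a trend, also chosen after seeing the values, called *gshA2* and *atpA* and kept 341 of them, against 377 in the fit with a trend.

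The paper counts LBUCD034_1844 among the most transcribed genes. It ranked 31 under anaerobic and 20 under aerobic conditions and is not in Table 2. Table 3 names LBUCD034_0267 as *hsp1* and LBUCD034_0266 as *hsp2*, and the deposited table has these names the other way round. Table 3 leaves out phage genes but lists LBUCD034_1600, which lies between the ends of a prophage region. The text speaks of fewer genes in Table 4 than the 26 it lists.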

Other observations

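All tests of explanations in this part were chosen after the patterns had been seen. Groups that the paper does not discuss were also measured. All 14 genes of fatty acid synthesis had negative log2 fold changes in both fermenters, with a median of -0.23. None passed the test in limma, 0 also when adjusted over the list alone, with 0 higher and 11 lower at an unadjusted p under 0.05. The group passed in camera (adjusted p = 0.00223), but not with an estimated correlation (adjusted p = 0.680). The list also missed the threshold without anaerobic replicate 1 (adjusted p = 0.0168) and without aerobic replicate 1 (adjusted p = 0.0676), with 0.000171 to 0.0676 over its alternatives. Among the fatty acid genes, those called lower numbered 2 without aerobic replicate 1 and 14 without aerobic replicate 2. *birA* (LBUCD034_1728) had a log2 fold change of -0.30 (adjusted p = 0.0319) and *accB* (LBUCD034_1734) had a log2 fold change of -0.25 (adjusted p = 0.0689). Of 10 genes of xylose and arabinose use 1 was higher, 2 were lower and 7 did not pass (1 higher and 2 lower when adjusted over the list alone, camera adjusted p = 0.426, and adjusted p = 0.697 with an estimated correlation). The higher gene was the D-xylose-proton symporter gene *xylE* (LBUCD034_1974), with a log2 fold change of 1.05 (adjusted p = 0.00567), and the lower ones were the isomerase gene *xylA* (LBUCD034_0429), with a log2 fold change of -0.60 (adjusted p = 0.00319), and the kinase gene *xylB* (LBUCD034_0430), with a log2 fold change of -0.67 (adjusted p = 0.00269). *xylA* lost its call without anaerobic replicate 1 (adjusted p = 0.0375) and without anaerobic replicate 2 (adjusted p = 0.0329), with adjusted p-values of 9.21e-12 to 0.0375 over its alternatives. *xylB* lost its call without anaerobic replicate 1 (adjusted p = 0.0154), with adjusted p-values of 6.90e-19 to 0.0154 over its alternatives. Of the sugar genes, 2 were higher without aerobic replicate 1 and 4 without aerobic replicate 2. The number of the sugar genes that were lower was 0 without anaerobic replicate 1, 1 without anaerobic replicate 2 and 4 without aerobic replicate 2.

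No gene passed in limma, 0 also when adjusted over the list alone, in 5 further lists. These were 9 genes of lysine and diaminopimelate biosynthesis (2 higher and 0 lower at an unadjusted p under 0.05, camera adjusted p = 0.659, and adjusted p = 0.910 with an estimated correlation), 12 CRISPR-associated genes (0 higher and 2 lower at an unadjusted p under 0.05, camera adjusted p = 0.513, and adjusted p = 0.787 with an estimated correlation), 8 genes of phosphate uptake (0 higher and 1 lower at an unadjusted p under 0.05, camera adjusted p = 0.153, and adjusted p = 0.563 with an estimated correlation), 4 of iron uptake (0 higher and 1 lower at an unadjusted p under 0.05, camera adjusted p = 0.655, and adjusted p = 0.876 with an estimated correlation) and 7 competence genes (none at an unadjusted p under 0.05, camera adjusted p = 0.259, and adjusted p = 0.680 with an estimated correlation). Without aerobic replicate 1 the numbers of higher and lower genes were 1 and 4 for the lysine genes, 1 and 1 for the CRISPR-associated genes, 0 and 3 for phosphate uptake, 0 and 2 for iron uptake and 0 and 1 for the competence genes. They were 2 and 0 for the lysine genes, 8 and 2 for the CRISPR-associated genes, 0 and 1 for phosphate uptake, 1 and 0 for iron uptake and 0 and 0 for the competence genes without aerobic replicate 2. Without anaerobic replicate 2, 1 competence gene was lower, and no other gene of these lists passed without an anaerobic replicate.

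Between the fermenters, the 2 aerobic libraries differed more than the 2 anaerobic libraries, and 30 of the 46 genes over 1.5 times apart, with the pseudocount added, were higher in fermenter 1. Picked after their values were seen, *pyrB* (LBUCD034_0308) had a log2 fold change of 1.61 in fermenter 1 and of -0.75 in fermenter 2, and *thrC* (LBUCD034_2407) had 0.97 and -0.09. Counting noise is argued against by genes with a mean RPKM of at least 100, whose median difference was 2.61 times larger in the aerobic pair, and residual rRNA by Table 1, where the anaerobic pair lies further apart in its rRNA share while its median difference was 0.419 times that of the aerobic pair. One response of different size in the 2 fermenters stays open, since 22 of the 46 genes had opposite signs, but 9 when both changes had to exceed the median difference of 0.13 between the aerobic libraries, a size limit set after the 22 had been counted, and only without it did the test argue against this explanation. A difference between the cultures and a difference in sampling or library preparation stay open too and were not tested.

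Outside the prophage regions, log2 fold changes of 2193 chromosomal genes correlated with their distance from *dnaA*, counted in genes by locus tag (Spearman rho = -0.26 across genes, which are not independent). The median was 0.08 in the third of the distance nearest to *dnaA* and -0.11 in the third farthest from it. A single fermenter does not account for it, since the weaker of the 2 correlations was -0.23, and neither does the level of the genes, with -0.18 after the trend with level was removed. But 29.3% of 2192 rotations of the fold changes around the chromosome gave a correlation as strong, so neighbouring genes that move together may account for it. A link to the position of *dnaA* is therefore a hypothesis that this test did not bear out.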
